# Transcriptome Profiling Reveals Matrisome Alteration as a Key Feature of Ovarian Cancer Progression

**DOI:** 10.3390/cancers11101513

**Published:** 2019-10-09

**Authors:** Sumegha Mitra, Kartikeya Tiwari, Ram Podicheti, Taruni Pandhiri, Douglas B. Rusch, Andrea Bonetto, Chi Zhang, Anirban K. Mitra

**Keywords:** ovarian cancer, fallopian tube, primary tumor, metastasis, gene expression, sequencing, tumor microenvironment, matrisome

## Abstract

Background: Ovarian cancer is the most lethal gynecologic malignancy. There is a lack of comprehensive investigation of disease initiation and progression, including gene expression changes during early metastatic colonization. Methods: RNA-sequencing (RNA-seq) was done with matched primary tumors and fallopian tubes (n = 8 pairs) as well as matched metastatic and primary tumors (n = 11 pairs) from ovarian cancer patients. Since these are end point analyses, it was combined with RNA-seq using high-grade serous ovarian cancer cells seeded on an organotypic three-dimensional (3D) culture model of the omentum, mimicking early metastasis. This comprehensive approach revealed key changes in gene expression occurring in ovarian cancer initiation and metastasis, including early metastatic colonization. Results: 2987 genes were significantly deregulated in primary tumors compared to fallopian tubes, 845 genes were differentially expressed in metastasis compared to primary tumors and 304 genes were common to both. An assessment of patient metastasis and 3D omental culture model of early metastatic colonization revealed 144 common genes that were altered during early colonization and remain deregulated even in the fully developed metastasis. Deregulation of the matrisome was a key process in early and late metastasis. Conclusion: These findings will help in understanding the key pathways involved in ovarian cancer progression and eventually targeting those pathways for therapeutic interventions.

## 1. Introduction

Ovarian cancer (OC) is the deadliest gynecologic malignancy and a highly heterogenous disease [1,2,3]. High-grade serous OC (HGSOC) is the most prevalent and aggressive histologic subtype, constituting about 70% of all cases [4]. The other subtypes include endometroid, mucinous and clear cell OC. It was the first cancer to be extensively characterized by The Cancer Genome Atlas (TCGA) study [2], which found tumor protein p53 (TP53) mutations in almost all HGSOC tumors (96%). Among the other mutations, BRCA1 DNA repair associated (BRCA1) and BRCA2 DNA repair associated (BRCA2) were found to be mutated in about 22% of samples, while seven other genes were mutated in 2–6% of tumors [2]. Another defining characteristic was the frequent copy number variations observed in HGSOC tumors. Based on the mRNA expression profiles, OC tumors were subclassified into differentiated, immunoreactive, mesenchymal or proliferative groups. Bowtell et al. had similarly identified six molecular subtypes of OC, which they termed C1–C6 [5]. They found that most high-grade tumors clustered into C1 (high stromal response), C2 (high immune signature), C4 (low stromal response) and C5 (mesenchymal, low immune signature). Together, these two studies provided a molecular overview of the aberrations at the genomic level as well as at the level of gene expression. Such molecular profiling provided a better perspective and opened up opportunities for personalized medicine. Integrated analyses of microarray based gene expression data sets have also resulted in the identification of prognostic signatures for OC [6]. However, these studies were limited to characterizing the primary tumors and did not directly reveal much about the progression and metastasis of OC.

For a more comprehensive understanding of the disease, one has to start from its tissue of origin. For many years, HGSOC was thought to originate from the ovarian surface epithelium. However, strong evidence for fallopian tube (FT) fimbria as the tissue of origin was uncovered when careful study of BRCA mutation carriers and later, HGSOC patients, revealed serous tubal intraepithelial carcinoma (STIC) in their FT fimbria as precursor lesions [7,8,9]. More precisely, a multi-platform genomic study revealed that even in those HGSOC cases, where STICs were not evident in the advanced stage, the potential site of origin remained the distal FT [10]. Even low-grade serous carcinoma of the ovary has now been reported to probably originate from the FT [11]. In recent years, significant progress has been made in our understanding of the genomic landscape of OC carcinogenesis through these sequencing studies. To a lesser extent, groups have also compared metastasis to primary tumors [12,13]. While the study by Grellety et al. was limited to comparing a panel of 429 genes in primary and metastatic tumors, Marchion et al. did a microarray analysis of ovarian surface epithelial cells, pelvic tumors and extrapelvic tumors. Another study based on RNA-seq of primary and metastatic tumors from omentum and bowel focused on phylogenetic analysis to determine the sequence of progression [14]. A study comparing matched primary tumors and omental metastasis for DNA copy number and mRNA expression changes identified the development of an aggressive phenotype with metastasis [15]. A recent report profiling gene expression before and after neoadjuvant chemotherapy showed marked changes in gene expression, including increased drug transport and peroxisomal pathways [16]. However, very few studies have done a comprehensive profiling of OC progression by comparing fallopian tube with primary tumor and metastasis, to identify the key pathways deregulated during carcinogenesis and subsequent progression. For example, a study based on exome sequencing of matched fallopian tube, ovarian tumor and metastasis from an OC patient revealed that transcoelomic metastasis did not result in much accumulation of genetic alterations [17]. In addition, a whole-exome sequencing of matched STICs, invasive fallopian tube carcinoma, ovarian tumors and omental metastasis identified diverse metastatic paths in OC, including STICs formed as a result of metastasis [18].

Due to these facts, a similar comprehensive approach comparing the transcriptome of fallopian tube with primary tumors and metastasis would be beneficial in revealing the oncogenic pathways altered, independent of genetic alterations. Since it has been demonstrated that accumulation of genetic changes is limited during metastasis [17], an RNA-seq based approach will be relevant to understand microenvironment induced gene expression changes. During metastasis, the OC cells encounter a new microenvironment that results in induction of adaptive changes [19]. Signals from the microenvironment have been shown to induce transcription factor and microRNA expression changes, which drive metastatic colonization, by changing the expression of their targets [20,21]. Similarly, interactions with the metastatic microenvironment can induce epigenetic changes such as DNA methylation through the induction of DNA methyl transferase [21]. While using RNA-seq for performing end point analysis of patient tumors is a relevant approach, it still does not provide any information of the intermediate steps and their regulation during metastasis. Since metastasis is a multi-step process, such information about the individual steps will be helpful in understanding and targeting the process that is mainly responsible for poor patient outcomes [22]. In vitro models, that can mimic certain steps of OC metastasis have been increasingly employed to understand the underlying mechanisms regulating these steps [23,24,25]. We have used such an organotypic three-dimensional (3D) culture model of the omentum—a common site of OC metastasis—to study the early regulation of metastatic colonization [20,21]. This model provides an insight into early metastatic colonization—the rate limiting step in metastasis [26]. In the present study, we have used a comprehensive approach of combining the endpoint RNA-seq analysis of OC patients’ normal fallopian tubes, primary ovarian tumors and metastatic tumors with that of the transcriptomic changes occurring during early metastatic colonization, using the organotypic omentum culture model. This study not only reveals the key pathways deregulated during carcinogenesis and metastasis, but also provides a better understanding of the adaptive process induced during metastatic colonization. Such an approach revealed evidences that changes in the matrisome and related pathways are a defining feature of OC progression.

## 2. Results

### 2.1. Study Design

RNA isolated from eight pairs of matched normal FT and primary tumors from OC patients were sequenced to identify the transcriptome changes during carcinogenesis. Similarly, RNA isolated from eleven pairs of matched primary and metastatic tumors were sequenced. Patient characteristics are included in Supplementary Table S1. This was combined with sequencing of RNA from three different HGSOC cells (Kuramochi, OVCAR4 and OVCAR8) seeded on the organotypic 3D culture model of the omentum [20,21] compared to controls, to identify the gene expression changes occurring during early metastatic colonization. Extensive analysis of the RNA-seq data, including differential expression, gene set enrichment, pathway analysis and interaction networks, was performed to identify the genes and pathways altered during carcinogenesis compared to metastasis as well as early metastatic colonization (3D omentum culture model) versus advanced metastasis (patient tumors).

### 2.2. Gene Expression Changes in Normal FT versus Primary Tumors and Primary Tumors versus Metastasis

A total of 2987 genes were differentially expressed in the primary tumor samples versus FT with a significance level of false discovery rate (FDR) < 5% and absolute fold change ≥ 2 (Figure 1A, Top; Supplementary Figure S1A), whereas 845 genes were differentially expressed in metastasis versus primary tumor samples with a significance level of FDR < 5% and absolute fold change ≥ 2 (Figure 1A, Bottom; Supplementary Figure S1B). Butterfly plots demonstrating the positive and negative correlation of the genes in these two datasets are provided in Supplementary Figure S2. In order to identify the key deregulated genes, the top 50 upregulated and downregulated genes (fold change) were determined for primary tumor versus FT and for metastasis versus primary tumors. Heat maps were generated for these top 50 upregulated and downregulated genes (Figure 1B).

Gene set enrichment analysis (GSEA) was done for the hallmark gene sets to identify the deregulated pathways during OC progression. 15 gene sets were positively correlated with primary tumors versus FT at FDR < 25% while four gene sets were negatively correlated at FDR < 25%. The most significantly correlated gene sets in primary tumors versus FT were E2f transcription factor (E2F) targets (enrichment score (ES) = 0.804), G2M Checkpoint (ES = 0.776) and MYC targets V1 (ES = 0.692) (Figure 1C). Taken together, these results clearly indicate that during the process of carcinogenesis, the tumor acquires a proliferative phenotype where cell cycle regulation is affected along with the activation of oncogenic pathways. Gene sets involving myogenesis (ES = −0.756), epithelial–mesenchymal transition (EMT) (ES = −0.652) and ultraviolet (UV) response (ES = −0.611) were the most significantly negatively correlated in primary tumors versus FT (Figure 1D). EMT transition (ES = 0.741), myogenesis (ES = 0.655) and coagulation (ES = 0.613) are enriched in the metastasis (Figure 1E), highlighting the importance of invasiveness and contractility during the process of metastasis. The E2F targets are important for carcinogenesis but are downregulated during metastasis (ES = −0.586) (Figure 1F). Interestingly, G2M checkpoint (ES = −0.566) and MYC targets V1 (ES = −0.516) are inversely correlated to metastasis (Figure 1F) showing that the primary tumors are more reliant on the proliferative phenotype.

Other significant Hallmark gene sets positively correlating with primary tumors versus FT were mTOR complex 1 (MTORC1) signaling, MYC targets V2, DNA repair and oxidative phosphorylation (Supplementary Figure S3A). Additionally, apical junction, tumor necrosis factor a (TNFA) signaling via nuclear factor kappa B (NFKB), adipogenesis and angiogenesis (Supplementary Figure S3B) were negatively correlated. The metastasis versus primary tumors revealed additional gene sets that positively correlated with metastasis including apical junction, allograft rejection, interleukin 2 (IL2)—signal transducer and activator of transcription 5 (STAT5) signaling and adipogenesis (Supplementary Figure S3C). Similarly, those that were negatively correlated were MTORC1 signaling, protein secretion, androgen response and MYC targets (Supplementary Figure S3D).

The primary tumor versus FT and metastasis versus primary tumor data for the top deregulated genes (Figure 1B) were further analyzed for pathways deregulated using Metascape [27] and presented as ontology clusters in Figure 2A,B, respectively. Muscle system process, core matrisome, blood vessel morphogenesis and extracellular matrix (ECM) organization were the most significant pathways in the primary tumors versus FT (Figure 3A). Core matrisome, ECM organization, cilium movement and matrisome associated were the most significant pathways in metastasis versus primary tumors (Figure 3B). Pathways involving matrisome, ECM organization, cellular signaling, development and morphogenesis were common in both of the data sets. In addition, an Ingenuity Pathway Analysis (IPA) was also conducted taking into consideration all the genes differentially expressed at 5% FDR with at least two-fold change in Primary tumors versus FT (Table 1 (panel A); Supplementary Figure S4A). The top canonical pathways included hepatic fibrosis/hepatic stellate cell activation, cAMP mediated signaling, G-protein coupled receptor signaling, calcium signaling and amyotrophic lateral sclerosis signaling. The top disease functions identified were cancer, cellular development, organismal injury and abnormalities (Table 1 (panel B)). The predicted upstream regulators included transforming growth factor beta 1 (TGFB1) (inhibited), vascular endothelial growth factor (VEGF), β-estradiol and erb-b2 receptor tyrosine kinase 2 (ERBB2) (activated) (Table 1 (panel C)). Similarly, IPA analysis for all differentially expressed genes in metastasis versus primary tumors revealed hepatic fibrosis/hepatic stellate cell activation, osteoarthritis pathway, agranulocyte adhesion, and diapedesis and inhibition of matrix metalloproteases as the top canonical pathways (Table 1 (panel D); Supplementary Figure S4B). The top diseases and functions revealed by the analysis were digestive system development and function, embryonic development, and organismal development, which indicated that the process of metastasis mimicked regulatory mechanisms involved in development (Table 1 (panel E)). The key upstream regulators identified were myocardin (MYOCD) (activated), bone morphogenetic protein 4 (BMP4), RUNX family transcription factor 2 (RUNX2) and bone morphogenetic protein 2 (BMP2) (Table 1 (panel F)).

### 2.3. Overlapping Genes in Primary Tumors versus FT and Metastasis versus Primary Tumors

As the disease progresses from the formation of the primary tumor to the dissemination and development of the metastasis, it is expected to be associated with alterations in gene expression. Our analysis of sequencing data from patient specimens showed that the formation of primary tumors resulted in deregulation of 2987 mRNAs (Supplementary Table S2). The process of metastasis was accompanied by changes in 845 genes (Supplementary Table S3). We next proceeded to visualize the overlap in these two data sets. Figure 4A shows a volcano plot of the 2987 genes deregulated in the Primary tumors versus FT, where the genes that were also found to be differentially expressed in the metastasis versus primary tumors are highlighted as orange triangles. Similarly, the volcano plot of the 845 deregulated genes in metastasis versus primary tumors in Figure 4B highlights the genes that were also differentially expressed in Primary tumors versus FT as purple triangles. We then proceeded to visualize the extent of differential expression and the direction of change of the overlapping genes in both the datasets (Figure 4C). The size of the dots in the volcano plot of the differentially expressed common genes in the metastasis versus primary tumors indicates the extent of differential expression of those genes in Primary tumors versus FT. Similarly, they are also color coded to indicate their upregulation or downregulation in FT versus primary (Figure 4C). Of the 2987 and 845 differentially expressed mRNAs in Primary tumors versus FT and metastasis versus primary tumors, respectively, 304 mRNAs were overlapping (Figure 4D, Supplementary Tables S4 and S5). Interestingly, an analysis of these overlapping genes revealed differences in the direction of change in the two data sets (Figure 4E,F). While a majority of these genes were upregulated in metastasis versus primary tumors, most of them were downregulated in the primary tumors versus FT. This indicated that there were major differences in the processes involved in the initial carcinogenesis and the subsequent dissemination of the disease. The eight upregulated and 12 downregulated genes common to both the comparisons are listed in Table 2 (panels A and B). 231 genes were upregulated in metastasis versus primary tumors but downregulated in primary tumors versus FT. 53 genes were downregulated in metastasis versus primary tumors but upregulated in primary tumor versus FT. The top 10 oppositely regulated genes that are upregulated or downregulated in metastasis versus primary are listed in Table 2 (panels C and D), respectively.

The common upregulated genes in metastasis and primary tumor include epiphycan (EPYC), collagen type X alpha chain 1 (COL10A1), fibronectin type III domain containing 1 (FNDC1) and podocan-like protein I (PODNL1), which are mainly extracellular matrix related genes. These findings further signify the importance of the tumor microenvironment in the progression of OC. The common downregulated genes in metastasis and primary tumor include anterior gradient protein 3 homolog (AGR3) and Sentan cilia apical structure protein (SNTN). Of the 2683 genes that were unique to primary versus FT and 541 genes unique to metastasis versus primary, the top 10 upregulated and downregulated ones are listed in Supplementary Table S6 (panels A–D). Thereafter, we proceeded to confirm the RNA-seq results by qRT-PCR (quantitative real-time polymerase chain reaction), for the top genes in each group of Table 2 in matched ovarian cancer patient primary tumors and metastasis (Figure 5). The top three genes were chosen on the basis of the p-value and the published literature on their role in cancer. We also checked for their effect on ovarian cancer patient prognosis using KM Plotter (Figure 6). Patients were split by median expression of the gene and no exclusion criteria were applied (Supplementary Table S7). *EPYC*, *COL10A1* and *PLPP4,* which were upregulated in both metastasis versus primary and primary versus FT were all confirmed by qRT-PCR. All three genes led to poor patient prognosis when overexpressed (Figure 5A).

Among the genes downregulated in both the datasets, AGR3 and STN were confirmed to be downregulated in metastasis by qRT-PCR, but collagen type XXVIII alpha 1 chain (COL28A1) did not validate this (Figure 5B). Similarly, decreased expression of AGR3 and STN resulted in poor patient prognosis, while COL28A1 had the opposite effect (Figure 6B). Steroidogenic acute regulatory protein (STAR), nuclear receptor subfamily 0 group B member 1 (NR0B1) and serine protease 16 (PRSS16) are downregulated in metastasis versus primary but upregulated in primary versus FT. However, only STAR could be confirmed to be downregulated in metastasis by qRT-PCR (Figure 5C). A decrease in STAR expression resulted in worse prognosis in patients, whereas NR0B1 and PRSS16 had moderate effects (Figure 6C). Meis homeobox 3 (MEIS3), integrin subunit alpha 11 (ITGA11) and LYL1 basic helix-loop-helix family member (LYL1) are increased in metastasis and decreased in primary tumors versus FT. All of them were confirmed to be increased in metastasis by qRT-PCR (Figure 5D). Among them, increased ITGA11 caused the worst prognosis (Figure 6D).

### 2.4. Transcriptome Changes During Early Metastatic Colonization

The comparison of metastatic tumors with primary tumors of OC patients provides an end-point analysis of the differential gene expression occurring during metastasis. However, metastasis is a multi-step process and the knowledge of the regulation of the individual steps remains limited. The important, rate-limiting step of metastasis is the step of metastatic colonization [28]. At this step, the cancer cells reach the site of metastasis and then have to successfully adapt to the new microenvironment that they encounter [20,21,22]. Such adaptive processes involve productive interactions with the microenvironment and result in changes in gene expression, a process that is very poorly understood. Therefore, in vitro organotypic models, which mimic the microenvironment of the metastatic site, have been used to gain a better understanding of metastatic colonization [20,25,29,30]. Thus, we complimented our end point analysis of patient tumors with the gene expression analysis of HGSOC cells seeded on an organotypic 3D culture model of the human omentum (Figure 7A) [20,21]. Green fluorescent protein (GFP) labeled HGSOC cells Kuramochi, OVACR4 and OVCAR8 were seeded on the organotypic 3D omentum culture model to mimic the early steps of metastatic colonization. This effectively replicates the initial interactions of the OC cells with the metastatic microenvironment and the resulting gene expression changes in the OC cells were analyzed by RNA-seq (Figure 7A, Supplementary Figure S5). 

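Kuramochi, OVCAR4 and OVCAR8 are ovarian cancer lines that the paper uses as HGSOC lines, here labeled with GFP so that they could be separated from the omental cells. Primary human omental fibroblasts (360000 cells) were mixed with 91 μg of collagen I in a 10 cm dish and left to attach for 4 h. Primary mesothelial cells (3600000) were laid over them, and this 3D omentum culture grew for 24 h before the cancer cells were added. After 48 h the GFP-positive cells were recovered by fluorescence activated cell sorting, while the control cells were grown directly on plastic and sham sorted. For each line there were 3 libraries from the 3D culture and 3 from plastic, 18 in all, and the paper states that 3 independent experiments were done per line. Replicates carry the numbers of their labels: 2, 4 and 8 for Kuramochi, 42, 4 and 6 for OVCAR4, and 4, 61 and 62 for OVCAR8. The authors deposited the number of reads per gene for each library, made from polyadenylated RNA with a stranded kit. The submitters' processing notes name Trimmomatic 0.33, TopHat2 2.1.0, HTSeq, DESeq2 1.12.3 and the GRCh38 genome. Whether the counting used strand is not given in the sources used here, so overlapping and antisense genes are uncertain.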

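Total counts per library ranged from 29929473 to 32428558 (median 30615264) for Kuramochi on 3D and from 28415048 to 38359396 (median 33553066) on plastic. For OVCAR4 the range was 31749269 to 38490218 (median 36668843) on 3D and 32314170 to 35562937 (median 32478029) on plastic. For OVCAR8 it was 34495885 to 43142540 (median 35828200) on 3D and 29988250 to 34657829 (median 34407534) on plastic. A few pairs of libraries lay closer together than the rest. The chi-square of their counts per degree of freedom was 1.98 for OVCAR4 3D replicates 4 and 6, 2.75 for OVCAR8 3D replicates 61 and 62, and 3.12 for OVCAR8 plastic replicates 4 and 62. It lay between 9.43 and 114 for the other pairs of replicates, and every library was kept as a separate sample, although whether the close pairs are separate cultures could not be settled from the sources used here. In the count model of edgeR, with TMM factors and a filter on low counts, 22023 genes were tested over the 18 libraries as 6 groups. The contrast in each line was 3D minus plastic, so a positive log2 fold change is a higher level on the 3D culture. Genes were called at an adjusted p (Benjamini-Hochberg) under 0.05, with and without the 2-fold minimum that the paper's methods state. Standard errors are the size of the log2 fold change divided by the square root of the F value. Genes with 0 counts on plastic are given as a lower bound from a floor of 3 counts over the 3 plastic libraries, and genes with 1 to 3 counts as a ratio with its 95% counting interval. Such floors and intervals cover counting error only.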

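Matrix genes were among those with the largest rise in all 3 lines on the 3D omentum culture. Whether their reads come from the cancer cells or from omental cells carried through the sort could not be told apart here. THBS2, which encodes the matrix glycoprotein thrombospondin 2, was at least 633-fold higher in Kuramochi (adjusted p = 0.00683 from edgeR's quasi-likelihood test, as for each single gene named in these paragraphs). It was 449-fold higher in OVCAR4 (95% counting interval 153 to 2180, adjusted p = 0.0108) and 1530-fold higher in OVCAR8 (423 to 12600, adjusted p = 0.0106). COL6A3, a chain of collagen VI, rose by a log2 fold change of 6.58 (standard error 1.19, adjusted p = 0.00167) in Kuramochi and 6.01 (standard error 1.06, adjusted p = 0.00237) in OVCAR8. In OVCAR4 it was 1460-fold higher (262 to 57700, adjusted p = 0.00142). SFRP4, a secreted inhibitor of Wnt signaling, was 296-fold higher in Kuramochi (81.6 to 2450), at least 80.6-fold higher in OVCAR4 and changed by a log2 fold change of 5.85 (standard error 1.20) in OVCAR8, with adjusted p of 0.00252, 0.00654 and 0.00733. Genes that fell in all 3 lines include ACAT2, an enzyme of cholesterol metabolism, with log2 fold changes of -1.04, -1.53 and -1.58 in Kuramochi, OVCAR4 and OVCAR8 (standard errors 0.283, 0.286 and 0.287), and adjusted p of 0.0124, 0.00189 and 0.00201. H2AX, a histone of the DNA damage response, had log2 fold changes of -1.16, -1.04 and -1.14 (standard errors 0.261, 0.26 and 0.261), with adjusted p of 0.00415, 0.00809 and 0.00930. Leaving out 1 library ended the call of THBS2 in OVCAR4 (plastic replicate 4, adjusted p = 0.0668) and in OVCAR8 (plastic replicate 4, 0.0728, or 62, 0.0630). It also ended that of ACAT2 in Kuramochi (plastic replicate 4, 0.0531, or 8, 0.0577) and of H2AX in OVCAR8 (3D replicate 61, 0.0697, or 62, 0.0662, or plastic replicate 4, 0.0546). Some fold limits and ratios moved as well. For THBS2 the limit in Kuramochi was 349, 411 and 397 without 3D replicate 8, plastic replicate 2 and plastic replicate 4, the ratio in OVCAR4 was 675 without 3D replicate 42, and that in OVCAR8 was 964 and 996 without 3D replicate 61 and plastic replicate 62, and at least 652 without plastic replicate 4. COL6A3 in OVCAR4 was 2240-fold higher without 3D replicate 42 and at least 333-fold without plastic replicate 4, and SFRP4 was 128-fold and 186-fold higher in Kuramochi without 3D replicate 8 and plastic replicate 4, and at least 52.7-fold in OVCAR4 without plastic replicate 4.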

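The change of other genes differed between the lines by the interaction test. OAS2, an antiviral enzyme, was 5980-fold higher in OVCAR8 on 3D (2050 to 29000, adjusted p = 4.52e-05), and IFI44L, another interferon-induced gene, rose there by a log2 fold change of 11.76 (standard error 0.927, adjusted p = 8.56e-07). Neither passed the test in Kuramochi or OVCAR4, where their adjusted p lay between 0.105 and 0.940, and the interaction had an adjusted p of 0.000607 for OAS2 and 2.82e-05 for IFI44L. IFI44L passed it in OVCAR4 without Kuramochi 3D replicate 4 (adjusted p = 0.0309). The ratio of OAS2 was 3910 and 12400 without OVCAR8 plastic replicates 4 and 61. NMU, which encodes the peptide neuromedin U, fell in Kuramochi by a log2 fold change of -2.52 (standard error 0.283, adjusted p = 2.28e-05; interaction 0.00274). It also fell in OVCAR4, by a log2 fold change of -0.77 (standard error 0.243, adjusted p = 0.026), a call that ended without OVCAR4 3D replicate 4 or 6 or plastic replicate 42 or 4 (adjusted p 0.079 to 0.0968). HHEX, a homeobox transcription factor, fell in OVCAR4 by a log2 fold change of -2.81 (standard error 0.303, adjusted p = 3.17e-05; interaction 0.0012), from 59.8 to 8.51 CPM. In Kuramochi its log2 fold change of -0.36 had an adjusted p of 0.393, and of 0.0378 without Kuramochi plastic replicate 2. MT-ATP8, a mitochondrial gene for a subunit of the ATP synthase, fell in OVCAR8 by a log2 fold change of -3.49 (standard error 0.191, adjusted p = 8.81e-10; interaction 2.66e-08). Its counts are uncertain, since MT-ATP8 overlaps MT-ATP6 and has a near-identical nuclear copy.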

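In Kuramochi 1797 genes changed at an adjusted p under 0.05 and at least 2-fold, of which 1216 rose and 581 fell. In OVCAR4 1384 rose and 409 fell, 1793 together, and in OVCAR8 1130 rose and 159 fell, 1289 together. Of the genes that rose, 571 in Kuramochi, 761 in OVCAR4 and 664 in OVCAR8 averaged under 1 CPM on plastic. Across the 3 lines 121 genes changed in each, of which 111 rose in each, 6 fell in each and 4 changed in different directions. The 4 are ARHGAP22, DNAH3, ADRA2B and a gene known only as ENSG00000272512, and they are named after their values were seen. Each of the 18 libraries, when left out alone, ended at least 1 of their 12 calls, with adjusted p from 0.0502 to 0.207. Without the fold minimum 524 genes changed in all 3 lines, of which 282 rose, 218 fell and 24 went in different directions. The change differed between the lines for 1358 genes by the interaction test. Across the 22023 genes, which are not independent replicates, the log2 fold changes of Kuramochi and OVCAR4 had a Pearson r of 0.526, those of OVCAR4 and OVCAR8 0.395, and those of Kuramochi and OVCAR8 0.313. Single libraries moved these counts. The count in Kuramochi was 3111 without its plastic replicate 2 and 1032 without plastic replicate 4, and that in OVCAR4 was 1106, 1114 and 893 without 3D replicate 4, 3D replicate 6 and plastic replicate 4. In OVCAR8 it was 2125, 654 and 697 without 3D replicates 4, 61 and 62, and 713 and 707 without plastic replicates 4 and 62. The 121 became 77 without Kuramochi plastic replicate 4, 78 and 75 without OVCAR4 3D replicate 6 and plastic replicate 4, 221, 72 and 69 without OVCAR8 3D replicates 4, 61 and 62, and 67 and 71 without OVCAR8 plastic replicates 4 and 62. The 524 became 991 without Kuramochi plastic replicate 2, 295 without OVCAR4 3D replicate 4 or 6, 1146, 177 and 181 without OVCAR8 3D replicates 4, 61 and 62, and 197, 263 and 200 without OVCAR8 plastic replicates 4, 61 and 62. The 1358 became 2975 without Kuramochi plastic replicate 2, 825 and 879 without OVCAR4 3D replicates 4 and 6, 717 and 691 without OVCAR8 3D replicates 61 and 62, and 682 and 619 without OVCAR8 plastic replicates 4 and 62. With close libraries counted as 1 sample, 865 genes changed in OVCAR4, 409 in OVCAR8, 28 in all 3 lines at 2-fold and 40 without the fold minimum, and 225 differed between the lines. With the replicate number as a block, 202 and 814 genes changed in all 3 lines.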

The 1182 differentially expressed genes represent the early changes induced by the new microenvironment of the metastatic site (Supplementary Table S8). The top deregulated genes, collagen type I alpha 2 chain (COL1A2), periostin (POSTN) and decorin (DCN) were then validated by qRT-PCR in all HGSOC cells (Figure 7B). 

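COL1A2, POSTN and DCN were present in every 3D library, while on plastic POSTN and DCN had 0 counts and COL1A2 reached 2.59 CPM, in OVCAR4. These levels are of the sorted libraries, and reads of omental cells carried through the sort could not be told apart from those of the cancer cells. COL1A2 (ENSG00000164692.17) encodes a chain of type I collagen and lies on chromosome 7 of GRCh38 from 94394895 to 94431227. In Kuramochi it averaged 164 ± 119 CPM (SD, n = 3) on 3D against 3 counts in the plastic libraries together, a ratio of 5230 (95% counting interval 1790 to 25400, adjusted p = 0.00241 from edgeR). In OVCAR4 it averaged 214 ± 158 CPM (SD, n = 3) on 3D against 2.33 ± 0.283 (SD, n = 3) on plastic, a log2 fold change of 6.52 (standard error 1.42, adjusted p = 0.00692 from edgeR). In OVCAR8 it averaged 325 ± 298 CPM (SD, n = 3) on 3D and had 0 counts on plastic, at least 10800-fold higher on 3D (adjusted p = 0.00269 from edgeR). POSTN (ENSG00000133110.14), a matricellular protein that binds integrins, lies on chromosome 13 from 37562583 to 37598844 and had 0 counts on plastic. It was at least 357-fold higher in Kuramochi (11.0 ± 4.75 CPM on 3D, SD, n = 3, adjusted p = 0.00868 from edgeR) and at least 442-fold higher in OVCAR8 (13.3 ± 11.6 CPM, SD, n = 3, adjusted p = 0.0152 from edgeR). DCN (ENSG00000011465.16), a small proteoglycan that binds collagen fibrils, lies on chromosome 12 from 91140484 to 91183217 and also had 0 counts on plastic. It was at least 286-fold higher in Kuramochi (8.81 ± 6.93 CPM on 3D, SD, n = 3, adjusted p = 0.0398 from edgeR) and at least 374-fold higher in OVCAR4 (11.6 ± 8.85 CPM, SD, n = 3, adjusted p = 0.0334 from edgeR). The level of DCN in OVCAR8 on 3D was at least 530 times that on plastic (16.0 ± 15.2 CPM, SD, n = 3), with an adjusted p of 0.0502 from edgeR, just above the threshold. All 3D libraries lay above all plastic libraries for each gene and line (exact permutation test, 2-sided p = 0.1, the smallest that 3 libraries against 3 allow). FAP, a marker of fibroblasts that lies outside the matrisome, moved with these genes: it was 187-fold higher in Kuramochi (51.3 to 1550, adjusted p = 0.00689), 303-fold higher in OVCAR4 (54.1 to 12000, adjusted p = 0.00835) and at least 114-fold higher in OVCAR8 (adjusted p = 0.0121).

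**Figure D1:**
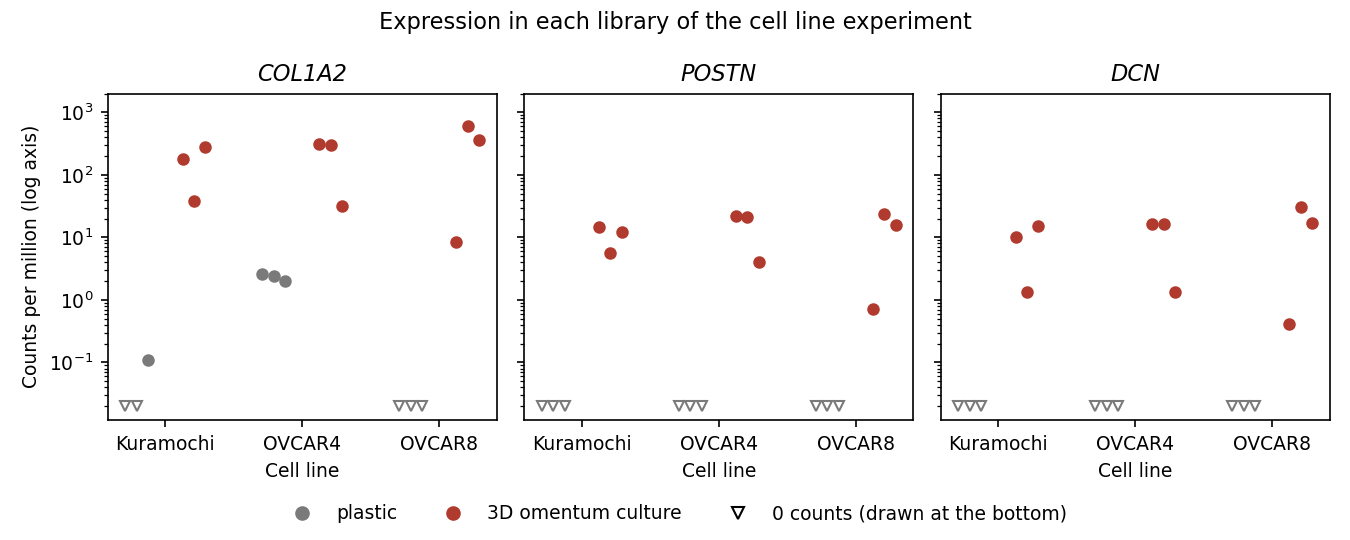
Level of COL1A2, POSTN and DCN in each library, as CPM on a log axis, for Kuramochi, OVCAR4 and OVCAR8 on plastic (grey) and on the 3D omentum culture (red); each circle is 1 library and an open triangle at the bottom is a library with 0 counts. COL1A2 on 3D lies between 8.33 and 599 CPM, and every plastic library has 0 counts of POSTN and DCN.

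Single libraries decided some of these values. The call of POSTN ended in Kuramochi without plastic replicate 4 (adjusted p = 0.053) and in OVCAR8 without plastic replicate 4 (0.0599) or 62 (0.0624). That of DCN ended in Kuramochi without any 1 of the 6 Kuramochi libraries, OVCAR4 3D replicate 4 or 6, OVCAR4 plastic replicate 42 or 4, or OVCAR8 3D replicate 62 (adjusted p 0.0511 to 0.136). In OVCAR4 it ended without OVCAR4 3D replicate 4 or 6, any OVCAR4 plastic library, Kuramochi 3D replicate 2 or 8, or OVCAR8 3D replicate 62 (0.0504 to 0.116). DCN in OVCAR8 passed the test without OVCAR4 3D replicate 42 (0.0433) or OVCAR8 3D replicate 4 (0.00256), with DESeq2 (2.2e-06), RLE factors (0.048), no filter on low counts (1.19e-96) or the replicate number as a block (3.91e-05), within a range of 1.19e-96 to 0.287 over all alternatives. The value without a filter is not credible for 3 libraries against 3, which stood at 0.407, 30.8 and 16.8 CPM on 3D. It carries no weight here, and its cause was not tested. FAP ended without plastic replicate 4 in Kuramochi (0.0512), OVCAR4 (0.0562) and OVCAR8 (0.0536), and without plastic replicate 62 in OVCAR8 (0.0547). Its ratio was 121 in Kuramochi without plastic replicate 2, 198 and at least 70.3 in OVCAR4 without plastic replicates 4 and 6, and its bound in OVCAR8 was 60.1, 74.6 and 74.2 without 3D replicate 61, plastic replicate 4 and plastic replicate 62. The ratio of COL1A2 in Kuramochi was 3410 without 3D replicate 8, and 3400 and 3280 without plastic replicates 2 and 4, and its bound in OVCAR8 was 6220 without 3D replicate 61 and 7050 and 7010 without plastic replicates 4 and 62. The bound of POSTN was 232 and 224 in Kuramochi without plastic replicates 2 and 4, and 274, 289 and 288 in OVCAR8 without 3D replicate 61, plastic replicate 4 and plastic replicate 62. The bound of DCN was 185, 186 and 180 in Kuramochi without 3D replicate 8, plastic replicate 2 and plastic replicate 4, 245 in OVCAR4 without plastic replicate 4, and 285, 347 and 345 in OVCAR8 without 3D replicate 61, plastic replicate 4 and plastic replicate 62. A left-out plastic library also lowers a bound because the floor of 3 counts then stands against fewer reads. Tested against a 2-fold change itself, only COL1A2 in Kuramochi and COL1A2 in OVCAR8 passed, and in separate fits per line neither COL1A2 in OVCAR8 (adjusted p = 0.0996) nor POSTN in OVCAR8 (0.114) did.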

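In the RNA-seq of OVCAR4, POSTN had 0 counts in each of the 3 plastic libraries. The 3D libraries held 152, 682 and 765 counts (replicates 42, 4 and 6), or 3.97, 21.7 and 21.3 CPM. The level on 3D was therefore at least 507-fold higher (adjusted p = 0.00712 from edgeR's quasi-likelihood test), and higher in 3 of 3 libraries. Without plastic replicate 4 the bound was 332-fold.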

POSTN did not amplify in OVCAR4 control, but had an average Cq of 26.8 for OVCAR4 on 3D omentum culture, indicating a marked increase in expression. To identify the pathways involved in early metastatic colonization, a pathway analysis was performed using Metascape [27] for the differentially expressed genes in the HGSOC cells seeded on the organotypic 3D omentum culture model (Figure 7C,E). The most significant pathways included ECM organization, integrin1 pathway, degradation of ECM, cell-cell adhesion via plasma membrane, collagen fibril organization and positive regulation of cellular component movement. 

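In each line most genes of the extracellular matrix that changed there rose. Here too the source could be the cancer cells or omental cells carried through the sort. The gene lists were fixed before the deposited counts were examined, but after values of the paper's Tables S8 and S9 had been seen. Of 80 measured ECM glycoproteins, 30 rose in Kuramochi, 34 in OVCAR4 and 34 in OVCAR8 (36, 35 and 41 when adjusted over the list alone), with median log2 fold changes of 0.773, 0.782 and 0.704. TNC, the matrix protein tenascin C, rose by a log2 fold change of 1.56 (standard error 0.286), 1.75 (standard error 0.288) and 2.07 (standard error 0.297) in Kuramochi, OVCAR4 and OVCAR8, with adjusted p of 0.00128, 0.000894 and 0.000226 from edgeR, and in Kuramochi went from 1276 to 3761 CPM. LAMB1, a laminin chain, rose by 0.94, 0.77 and 0.60 (standard error 0.119 each), with adjusted p of 7.38e-05, 0.000482 and 0.00316. SRPX2, a secreted protein of migrating cells, rose by 2.33, 2.25 and 1.34 (standard errors 0.325, 0.293 and 0.281), with adjusted p of 0.000171, 0.000167 and 0.00506. FN1, which encodes fibronectin, rose in Kuramochi by 4.17 (standard error 0.643, adjusted p = 0.000609) to 8344 CPM and in OVCAR4 by 9.47 (standard error 0.909, adjusted p = 3.17e-05) to 216 CPM. In OVCAR8, at 2273 CPM on plastic, its change of 0.44 had an adjusted p of 0.659 (interaction 0.000441). TGFBI, a collagen-binding protein, was 1340-fold higher in Kuramochi (371 to 11100, adjusted p = 9.12e-06) and rose by 3.02 in OVCAR4 (standard error 0.479, adjusted p = 0.000921), and its 0.61 in OVCAR8 had an adjusted p of 0.390 (interaction 0.000369). Without Kuramochi 3D replicate 8 the ratio of TGFBI was 857. LAMC3, a further laminin chain, fell by a log2 fold change of -1.24 in Kuramochi and -1.23 in OVCAR4 (standard errors 0.275 and 0.265, adjusted p 0.00372 and 0.00367), and its 0.33 in OVCAR8 had an adjusted p of 0.388 (interaction 0.012). The test of the list against the other genes (camera) gave adjusted p of 6.15e-07, 2.81e-07 and 2.77e-10, and none held, at adjusted p = 0.248, 0.248 and 0.211 with an estimated correlation. With the genes absent from plastic at their bound, the median in OVCAR8 was 0.684. In OVCAR8 the number that rose was 21 and 22 without 3D replicates 61 and 62, and 19 without plastic replicate 4 or 62.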

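Of 36 measured collagens, 12 rose in Kuramochi, 18 in OVCAR4 and 10 in OVCAR8 (14, 19 and 13 when adjusted over the list alone), and 21, 18 and 25 did not pass the test. COL3A1, the main chain of type III collagen, rose in OVCAR4 from 0.0417 to 227 CPM and in OVCAR8 from 0.0676 to 424 CPM, log2 fold changes of 12.30 (standard error 1.80, adjusted p = 0.000759) and 12.49 (standard error 1.73, adjusted p = 0.000463). In Kuramochi it stood at 153 CPM on plastic and 383 on 3D (adjusted p = 0.318; interaction 0.00498), and passed the test with the replicate number as a block (adjusted p = 0.0103). COL2A1, the collagen of cartilage, fell in Kuramochi by a log2 fold change of -0.72 (standard error 0.218, adjusted p = 0.0215), and not without 3D replicate 8 (0.0754) or plastic replicate 4 (0.187). COL4A4, a basement membrane collagen, fell in OVCAR8 by -1.25 (standard error 0.375, adjusted p = 0.04), and not without any 1 of the 6 OVCAR8 libraries or OVCAR4 3D replicate 4 or 6 (0.0515 to 0.154). The collagen list had medians of 0.762, 1.19 and 0.994 (1.09 in OVCAR4 with absent genes at their bound) and adjusted p of 0.00103, 7.28e-08 and 1.07e-05 by camera, but adjusted p = 0.341, 0.211 and 0.241 with an estimated correlation. Of 18 proteoglycans, 10, 7 and 6 rose (11, 10 and 9 when adjusted over the list alone), with medians of 1.65, 1.76 and 1.01 (1.47 in OVCAR4 with absent genes at their bound). SPOCK2, a proteoglycan of the testican family, fell in Kuramochi by -1.04 (standard error 0.194, adjusted p = 0.00136; interaction 0.00761). Camera gave this list adjusted p of 0.000553, 0.001 and 0.000273, and adjusted p = 0.241, 0.248 and 0.24 with an estimated correlation. Some fibroblast markers outside the matrisome rose with these genes: 10, 13 and 10 of 24 rose (11, 17 and 12 when adjusted over the list alone), with camera p of 0.000669, 3.52e-07 and 2.43e-06 after adjustment, and adjusted p = 0.307, 0.211 and 0.213 with an estimated correlation. Among them DDR2, a collagen receptor, rose by 2.61, 2.87 and 1.77 (standard errors 0.382, 0.411 and 0.354), with adjusted p of 0.000247, 0.000285 and 0.00357. The marker list had medians of 1.31, 3.15 and 1.81, or 1.19, 2.31 and 1.81 with absent genes at their bound.

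**Figure D2:**
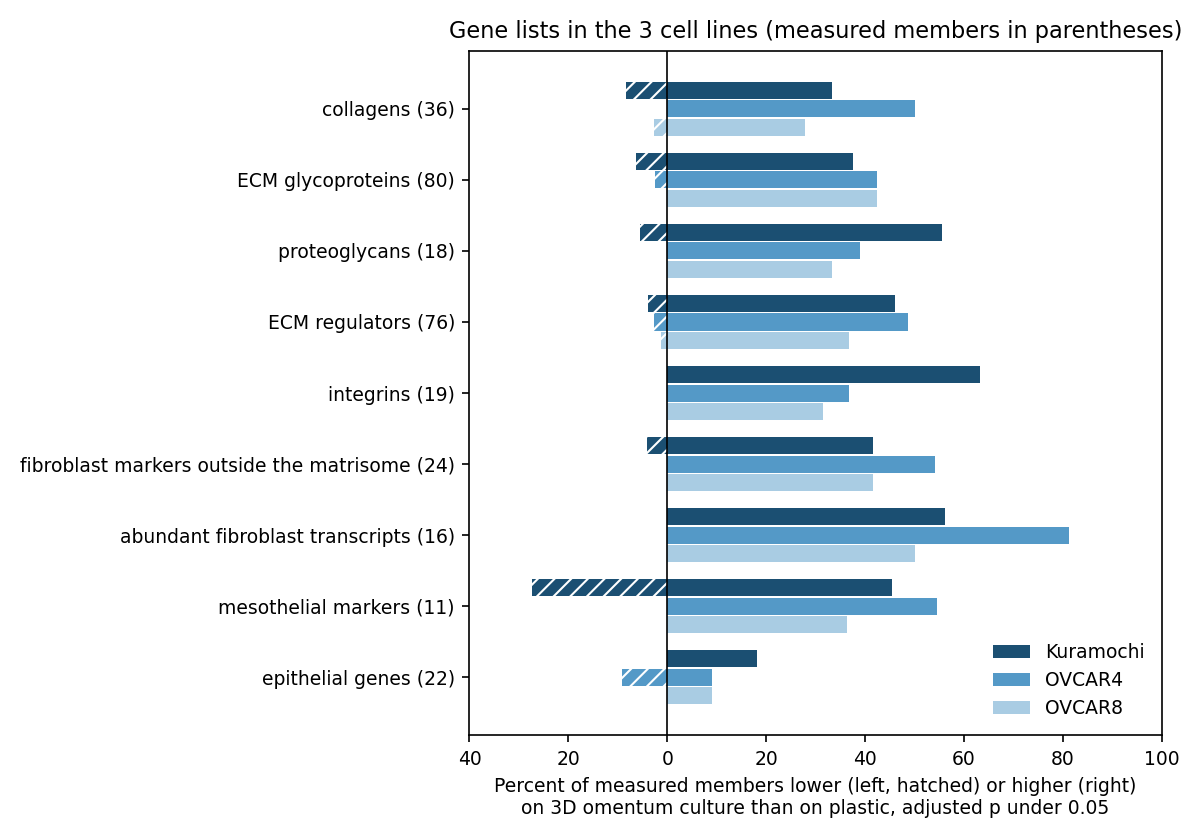
Percent of the measured members of 9 gene lists that rose (right of 0) or fell (left of 0, hatched) on the 3D omentum culture at an adjusted p under 0.05, with 1 bar for each of Kuramochi, OVCAR4 and OVCAR8 and the number of measured members beside each name. The collagens rose in 12, 18 and 10 of 36 and the fibroblast markers in 10, 13 and 10 of 24, while few epithelial genes moved.

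Single libraries moved these counts. The collagens that rose numbered 6 in Kuramochi without plastic replicate 8, 11 in OVCAR4 without plastic replicate 4, and 6 in OVCAR8 without 3D replicate 62 or plastic replicate 61 or 62. The proteoglycans numbered 5 in Kuramochi without plastic replicate 4 and 4 in OVCAR4 without plastic replicate 42, 4 or 6. The fibroblast markers numbered 8, 8, 7 and 8 in OVCAR4 without 3D replicate 4, 3D replicate 6, plastic replicate 4 and plastic replicate 6. In OVCAR8 they numbered 6 without 3D replicate 61 or 62 and 5 without plastic replicate 4 or 62.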

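Some of the ECM regulators, which are enzymes that act on the matrix and their inhibitors, also rose. Of 76 measured ECM regulators, 35 rose in Kuramochi, 37 in OVCAR4 and 28 in OVCAR8 (37, 42 and 38 when adjusted over the list alone), while 3, 2 and 1 fell. Those that fell are ADAM8, CTSL and MMP24 in Kuramochi, ADAMTS15 and LOXL3 in OVCAR4, and MMP1 in OVCAR8, most of them named after their values were seen. ADAM8 did not pass with the replicate number as a block (0.0714), and with 1 library left out it passed only without Kuramochi 3D replicate 4, OVCAR4 3D replicate 42, OVCAR4 plastic replicate 42 or 4, or OVCAR8 3D replicate 4 or plastic replicate 61 (otherwise adjusted p 0.0502 to 0.133). CTSL did not pass without Kuramochi 3D replicate 2 or 8 or plastic replicate 4 or 8 (0.067 to 0.181), nor MMP24 without Kuramochi 3D replicate 4 or 8 or plastic replicate 4 or 8, OVCAR4 3D replicate 4 or 6, OVCAR8 3D replicate 61 or 62 or plastic replicate 4 or 62 (0.0522 to 0.134). LOXL3 did not pass without any 1 Kuramochi 3D library, OVCAR4 3D replicate 4 or 6, any OVCAR4 plastic library, OVCAR8 3D replicate 62 or OVCAR8 plastic replicate 4 or 62 (0.0544 to 0.173), and 4 regulators fell in OVCAR4 with the block and 2 in OVCAR8 without Kuramochi plastic replicate 2 or 4 or OVCAR8 3D replicate 4. P4HA2, which hydroxylates proline in collagen, rose by a log2 fold change of 1.25, 0.78 and 0.99 (standard errors 0.179, 0.175 and 0.177), with adjusted p of 0.000212, 0.00459 and 0.00168 from edgeR. PLAU, the urokinase that activates plasminogen, rose by 1.33, 2.30 and 1.10 (standard errors 0.244, 0.251 and 0.243), with adjusted p of 0.00119, 3.17e-05 and 0.00699. MMP1, an interstitial collagenase, was the 1 that fell in OVCAR8, by -3.20 (standard error 0.573, adjusted p = 0.00227; interaction 0.0042), from 68.3 to 7.47 CPM. It rose in OVCAR4 by 2.61 (standard error 0.934, adjusted p = 0.0483), and not without any 1 of the 6 OVCAR4 libraries, Kuramochi 3D replicate 8 or plastic replicate 4, OVCAR8 3D replicate 61 or 62 or plastic replicate 62 (0.0518 to 0.139). In Kuramochi its 1.64 had an adjusted p of 0.204, or 0.0336 without plastic replicate 8, where it was 4.02. The list had medians of 0.828, 0.924 and 0.970 (0.843 in OVCAR8 with absent genes at their bound) and camera p of 1.99e-07, 3.11e-10 and 3.11e-10 after adjustment. These calls did not hold, at adjusted p = 0.211, 0.194 and 0.194 with an estimated correlation. Of 19 integrins, 12, 7 and 6 rose (12, 8 and 8 when adjusted over the list alone), with medians of 1.09, 0.564 and 0.863. ITGA2, a collagen receptor subunit, rose by 2.12, 2.57 and 2.27 (standard errors 0.449, 0.472 and 0.457), with adjusted p of 0.00297, 0.00166 and 0.00390. ITGA3, a laminin receptor subunit, rose by 1.25, 0.54 and 1.07 (standard errors 0.139, 0.138 and 0.139), with adjusted p of 2.21e-05, 0.00887 and 7.03e-05. Camera gave the integrins adjusted p of 2.43e-06, 0.000427 and 0.000981, and adjusted p = 0.159, 0.211 and 0.211 with an estimated correlation. Abundant fibroblast transcripts moved with both groups: 9, 13 and 8 of 16 rose (10, 14 and 9 when adjusted over the list alone), with camera p of 3.22e-05, 4.42e-10 and 9.76e-06 after adjustment, or adjusted p = 0.253, 0.211 and 0.248 with an estimated correlation. Of these 16 genes, 13 are also core matrisome genes. In OVCAR8 the ECM regulators that rose numbered 16 and 17 without 3D replicates 61 and 62 and 18 and 16 without plastic replicates 4 and 62, and the integrins 3 without any of the same 4 libraries. The fibroblast transcripts numbered 5 in Kuramochi without plastic replicate 4 and 5 in OVCAR8 without plastic replicate 62.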

Taken together, these indicate that the initial events during metastatic colonization involve interactions of the OC cells with the metastatic microenvironment, remodeling of the ECM and an invasive phenotype. 

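Core matrisome genes, the collagens, ECM glycoproteins and proteoglycans of the lists taken together, were over-represented among the genes that changed in all 3 lines. These lists, 153 symbols together, were chosen after values of the paper's Tables S8 and S9 had been seen. Those values come from these same libraries, so the test of over-representation is not independent of them. Of 134 measured members, 17 changed in all 3 lines at 2-fold, where 0.736 would be drawn by chance (Fisher's exact test, 1-sided p = 9.8e-19, odds ratio 30.4), and all 17 rose. Without the fold minimum 20 changed, where 3.19 would be drawn by chance (Fisher's exact test, 1-sided p = 6.17e-11, odds ratio 7.44), and all 20 rose. Of the 17, 10 averaged under 1 CPM on plastic in every line. Whether the reads of such genes on 3D come from the cancer cells or from carried-over omental cells was left open. Among the 13158 genes at 1 CPM or more on plastic in every line there were 63 core matrisome genes, and 8 of these changed in all 3 lines (expected 2.15, Fisher's exact test, 1-sided p = 0.00127, odds ratio 4.18). They include COL16A1, COL6A2, LAMB1, LTBP3 and TNC. Fisher's test takes genes as independent, while the estimated correlation among the core matrisome genes was 0.235. Its p-values therefore do not measure the variation between replicates. By line, 52, 59 and 50 of the 134 rose in Kuramochi, OVCAR4 and OVCAR8 (61, 66 and 62 when adjusted over the list alone) and 9, 2 and 1 fell. Those that fell are COL2A1, COL23A1, COL28A1, IGFBP3, IGFBP4, LAMC3, NTN4, SPOCK2 and VWF in Kuramochi, LAMC3 and MATN2 in OVCAR4, and COL4A4 in OVCAR8, most of them named after their values were seen. The medians were 0.837, 0.966 and 0.817, or 0.837, 0.909 and 0.770 with genes absent from plastic at their bound, and camera gave adjusted p of 2.07e-08, 9.74e-11 and 3.79e-12, or adjusted p = 0.250, 0.24 and 0.211 with an estimated correlation. Fibroblast markers outside the matrisome moved with them in part: 5 of 24 (CDH11, DDR2, FAP, FGF7 and PDGFRA) rose in all 3 lines, each at 2-fold, and 3 did without Kuramochi 3D replicate 8, Kuramochi plastic replicate 4, OVCAR4 plastic replicate 4 or OVCAR8 plastic replicate 4 or 62, and 9 with the replicate number as a block. Of the complement genes 8 of 15 rose in all 3 lines (4 without OVCAR4 3D replicate 4 or 6 or plastic replicate 4 or 6, and 5 without Kuramochi 3D replicate 4 or 8, Kuramochi plastic replicate 8, OVCAR4 plastic replicate 42, OVCAR8 3D replicate 61 or 62 or any 1 OVCAR8 plastic library), and of the TNF and NF-kB response genes 8 of 30 (5 without OVCAR8 3D replicate 62). Mesothelial markers moved with them in part: 5, 6 and 4 of 11 rose and 3 fell in Kuramochi (5, 7 and 6 rose when adjusted over the list alone). CALB2, LRRN4 and PRG4 rose in all 3 lines, BNC1 in Kuramochi and OVCAR4, HP in Kuramochi, MSLN and WT1 in OVCAR4 and GPM6A in OVCAR8, while GPM6A, PDPN and UPK3B fell in Kuramochi. PRG4, a lubricating proteoglycan of mesothelium that also counts among the core matrisome, was at least 87.4-fold higher in Kuramochi and 157-fold higher in OVCAR8, and CALB2, the mesothelial protein calretinin, was at least 21.6-fold higher in Kuramochi and rose by a log2 fold change of 3.12 in OVCAR4 (standard error 0.731). PRG4 also passed the test in OVCAR4 (log2 fold change 3.15, adjusted p = 0.0355) and CALB2 in OVCAR8 (1.68, adjusted p = 0.0247). PRG4 did not pass in OVCAR4 without OVCAR4 3D replicate 4 or 6, any OVCAR4 plastic library or OVCAR8 plastic replicate 62 (adjusted p 0.0526 to 0.109), nor CALB2 in OVCAR8 without OVCAR8 3D replicate 61 or 62 or any OVCAR8 plastic library (0.0543 to 0.125). LRRN4 did not pass in Kuramochi without plastic replicate 8 (0.0641) or in OVCAR8 without 3D replicate 62 (0.055) or plastic replicate 62 (0.0649), nor MSLN in OVCAR4 without 3D replicate 4 or 6 or plastic replicate 4 or 6 (0.0739 to 0.104), nor GPM6A (0.0514) and UPK3B (0.0798) in Kuramochi without plastic replicate 4. Of the 3 genes that rose in all 3 lines 1 was left without OVCAR8 3D replicate 62 and none without OVCAR8 plastic replicate 62, and without either of these 2 of the 4 were left in OVCAR8. The limit of PRG4 in Kuramochi was 56.8 and 54.9 without plastic replicates 2 and 4, and its ratio in OVCAR8 was 101 and 103 without 3D replicate 61 and plastic replicate 4 and at least 33.6 without plastic replicate 62. That of CALB2 in Kuramochi was 10.1, 14.0 and 13.5 without 3D replicate 8, plastic replicate 2 and plastic replicate 4. PDPN, another mesothelial marker, fell in Kuramochi by -1.73 (standard error 0.308, adjusted p = 0.00103; interaction 0.00682), and its changes of -0.74 in OVCAR4 and 0.71 in OVCAR8 had adjusted p of 0.0742 and 0.148, or 0.00556 and 0.0195 without Kuramochi plastic replicate 2. Camera gave the mesothelial list adjusted p of 0.0994, 0.0183 and 0.00124, or adjusted p = 0.24, 0.194 and 0.128 with an estimated correlation. In Kuramochi the mesothelial markers passed camera with no filter on low counts (adjusted p = 0.0115) or without plastic replicate 4 (0.0333).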

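The count of 17 core matrisome genes became 11 without OVCAR4 3D replicate 4 or 6 or OVCAR4 plastic replicate 6, and 9 without OVCAR4 plastic replicate 4. It became 28 and 10 without OVCAR8 3D replicates 4 and 62, and 8 and 7 without OVCAR8 plastic replicates 4 and 62. The count of 20 without the fold minimum became 13 without OVCAR4 3D replicate 4 or 6, 12 without OVCAR4 plastic replicate 4, 33 and 11 without OVCAR8 3D replicates 4 and 62, and 9, 13 and 8 without OVCAR8 plastic replicates 4, 61 and 62. Both counts were 4 with close libraries counted as 1 sample, and 31 and 38 with the replicate number as a block. Of the core matrisome genes that rose in OVCAR4, 38 were left without plastic replicate 4, and in OVCAR8 32 without 3D replicate 61 or 62 and 30 and 29 without plastic replicates 4 and 62. The 9 that fell in Kuramochi became 5 without 3D replicate 2 or plastic replicate 8 and 3 without 3D replicate 8 or plastic replicate 4. From the pathways among all its differentially expressed genes the paper proposes that the initial events of metastatic colonization involve interactions of the cancer cells with the metastatic microenvironment, remodeling of the ECM and an invasive phenotype.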

Other pathways, such as the response to wounding, Ras, tumor necrosis factor (TNF) and platelet derived growth factor (PDGF) signaling, indicate early signs of reprogramming of the microenvironment and proliferative growth in close coordination with the microenvironment. 

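In each line most target genes of tumor necrosis factor (TNF) and NF-kB that changed there rose. Of 30 measured members of the list, 18 rose in Kuramochi, 15 in OVCAR4 and 22 in OVCAR8 (21, 17 and 25 when adjusted over the list alone), with median log2 fold changes of 1.39, 0.946 and 1.5. TNFAIP2, which TNF induces, rose by a log2 fold change of 1.29, 1.61 and 1.47 (standard errors 0.237, 0.238 and 0.246), with adjusted p of 0.0012, 0.000381 and 0.000934 from edgeR. NFKBIZ, a regulator of NF-kB, rose by 1.30, 1.51 and 1.18 (standard errors 0.218, 0.217 and 0.221), with adjusted p of 0.000659, 0.000299 and 0.00221. VCAM1, a cell adhesion molecule, was 195-fold higher in Kuramochi (34.5 to 7730), at least 41.9-fold higher in OVCAR4 and at least 128-fold higher in OVCAR8, with adjusted p of 0.00266, 0.00458 and 0.00144. Leaving out 1 plastic library gave VCAM1 in Kuramochi at least 42.5-fold (replicate 2) and 122-fold (replicate 4), in OVCAR4 at least 27.4-fold (replicate 4) and in OVCAR8 at least 83.5-fold and 83.1-fold (replicates 4 and 62), and without OVCAR8 3D replicate 61 it was at least 75.4-fold. CXCL1, a neutrophil chemokine, fell in OVCAR4 by -1.73 (standard error 0.405, adjusted p = 0.00617) and rose in OVCAR8 by 2.88 (standard error 0.524, adjusted p = 0.00219; interaction 0.00129). In Kuramochi its 1.02 had an adjusted p of 0.0859, or 0.0471 without plastic replicate 8 and 0.0457 with the replicate number as a block. Camera gave the list adjusted p of 3.12e-08, 3.22e-05 and 3.47e-16, or adjusted p = 0.211, 0.248 and 0.128 with an estimated correlation.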

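Of the 6 PDGF ligands and receptors, 2 rose in each line (3 in each when adjusted over the list alone). PDGFRA, a PDGF receptor and fibroblast marker, rose by a log2 fold change of 2.57 in Kuramochi (standard error 0.757, adjusted p = 0.0196 from edgeR) and 6.01 in OVCAR8 (standard error 0.917, adjusted p = 0.000563), and was 218-fold higher in OVCAR4 (38.7 to 8640, adjusted p = 0.00208). The ratio of PDGFRA in OVCAR4 was at least 50.1 without plastic replicate 42 and 143 without plastic replicate 4. PDGFRB, the other receptor and also a fibroblast marker, rose by 1.70 in Kuramochi (standard error 0.406, adjusted p = 0.00574) and 3.32 in OVCAR4 (standard error 0.570, adjusted p = 0.00109), and its -0.14 in OVCAR8 had an adjusted p of 0.812 (interaction 0.0057). Among the ligands PDGFC rose in OVCAR8 by 0.47 (standard error 0.120, adjusted p = 0.0166), and PDGFA had changes of 0.24, -0.25 and -0.23 with adjusted p of 0.551 to 0.629. Camera gave the PDGF list adjusted p of 0.0684, 0.207 and 0.103, or adjusted p = 0.211, 0.311 and 0.24 with an estimated correlation, so the list did not pass the test. It passed in Kuramochi with the replicate number as a block (adjusted p = 0.0362) and without 3D replicate 2 (0.0216) or plastic replicate 4 (0.0494) or 8 (0.0299), and also without OVCAR8 3D replicate 4 (0.0419). Without a filter on low counts it passed in Kuramochi (0.0241) and OVCAR8 (0.0454). Fry, which tests a list against no change and not against other genes, gave adjusted p of 0.00186, 0.00284 and 0.00387. PDGFRA in Kuramochi did not pass without 3D replicate 8 (adjusted p = 0.0683) or plastic replicate 2 (0.0668) or 4 (0.0906), nor PDGFC in OVCAR8 without plastic replicate 4 (0.0726) or 62 (0.0668). Leukocyte markers were scarce, with 3 of 16 measured, and 1, 1 and 2 of them rose (1, 1 and 3 when adjusted over the list alone). CD14, a monocyte marker, rose in Kuramochi by 2.13 (standard error 0.384, adjusted p = 0.00106) and CSF1R, a macrophage receptor, in OVCAR4 by 1.65 (standard error 0.361, adjusted p = 0.00453), where its 3D level was 1.44 CPM. Camera gave the leukocyte list adjusted p of 0.270, 0.736 and 0.00833, or adjusted p = 0.371, 0.752 and 0.159 with an estimated correlation, and in OVCAR8 0.0691 with no filter on low counts. In OVCAR8 CD14 rose by 1.40 (standard error 0.425, adjusted p = 0.0419; interaction 0.0317) and CSF1R by 1.56 (standard error 0.468, adjusted p = 0.043). These calls ended without OVCAR4 3D replicate 4 or 6 or any OVCAR8 library but 3D replicate 4, and that of CD14 also without OVCAR4 plastic replicate 6 (adjusted p 0.0518 to 0.173). The response to wounding and Ras signaling had no gene list and were not analysed here.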

The ontology clusters in Figure 7C help visualize the inter-relation between these pathways. While some of these pathways have a significant amount of cross-talk, others appear to constitute independent hubs.

Some of these changes may be transient, while others may be sustained and essential for the metastatic tumor development. Therefore, this dataset was compared with the differentially expressed genes in the end-point analysis of metastasis versus primary tumors to identify those genes essential for both early colonization, as well as for the advanced metastasis (Figure 7D). The 144 genes common to both the data sets represent those that are deregulated early during metastatic colonization, by the interactions with the metastatic microenvironment, and remain deregulated until the end point in the fully developed metastasis (Supplementary Table S9). These genes represent the essential drivers of the process of metastatic colonization and may serve as clinically relevant targets. 

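Of the 144 genes of Table S9, 90 rose and 7 fell in Kuramochi on the 3D omentum culture, 100 rose and 8 fell in OVCAR4, and 71 rose and 6 fell in OVCAR8, as called by edgeR. In all 3 lines 30 changed at an adjusted p under 0.05. Of the 144 genes, 29 averaged under 1 CPM on plastic in every line. The 144 genes also include 10 of the 24 fibroblast markers outside the matrisome, 3 of them under 1 CPM on plastic in every line: CD248, DNM3OS, FAP, ISLR, MRC2, NDN, PDGFRA, PDGFRB, PRRX1 and THY1, of which 6, 8 and 6 rose in Kuramochi, OVCAR4 and OVCAR8. By the fold changes of Table S9, which are the paper's, 131 of the 144 are higher and 13 lower in metastasis than in primary tumors. The study chose these genes on these same libraries, so their count is not independent evidence of a direction, and the tumor samples were not analysed here. Single libraries moved these counts. The genes that rose numbered 59, 53 and 54 in Kuramochi without 3D replicate 8, plastic replicate 4 and plastic replicate 8, and 65 in OVCAR4 without plastic replicate 4. In OVCAR8 they numbered 40 and 44 without 3D replicates 61 and 62, and 38 and 35 without plastic replicates 4 and 62. The genes that fell numbered 4 in Kuramochi without 3D replicate 4 or 8 and 4 in OVCAR4 without 3D replicate 4 or 6. In OVCAR8 they numbered 3 without OVCAR4 3D replicate 4 or 6 and 2 without OVCAR8 3D replicate 61 or 62 or any OVCAR8 plastic library. The fibroblast markers that rose numbered 3 in Kuramochi without plastic replicate 4, 5 in OVCAR4 without 3D replicate 4 or 6 or plastic replicate 42 or 6, 4 there without plastic replicate 4, and 3 in OVCAR8 without plastic replicate 4 or 62. The 30 became 19 without OVCAR4 3D replicate 4 or 6, 17 without OVCAR4 plastic replicate 4, 50, 19 and 18 without OVCAR8 3D replicates 4, 61 and 62, and 12, 18 and 12 without OVCAR8 plastic replicates 4, 61 and 62. The count was 5 with close libraries counted as 1 sample and 48 with the replicate number as a block.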

The pathway analysis was also conducted for the 144 common differentially expressed genes in the metastasis versus primary tumors and HGSOC cells on 3D omentum culture (Figure 7F). The most significant pathways identified were matrisome, core matrisome, ECM glycoproteins, extracellular matrix organization, matrisome associated, focal adhesion and integrin1 pathway. 

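The 144 genes hold 25 core matrisome genes: 8 collagens, 12 ECM glycoproteins and 5 proteoglycans. Of the 25, 19 rose in Kuramochi, 21 in OVCAR4 and 16 in OVCAR8, and 9 rose in all 3 lines, as called by edgeR. The collagens, among them COL1A1, COL4A2 and COL5A1, rose in 5, 7 and 5 of 8, and the ECM glycoproteins, among them FBN1, EMILIN1 and LTBP2, in 9, 10 and 9 of 12. COL1A1, the other chain of type I collagen, rose by a log2 fold change of 4.65 in Kuramochi and 4.24 in OVCAR4 (standard errors 0.745 and 0.727, adjusted p 0.000793 and 0.00159), and its 0.67 in OVCAR8, at 655 CPM on plastic, had an adjusted p of 0.530 (interaction 0.0304). The proteoglycans BGN, DCN, HSPG2, LUM and PODN rose in 5, 4 and 2 of 5. Another 11 are ECM regulators, such as MMP2, MMP14 and CTSK, of which 7 rose in each line. The list holds 1 integrin, ITGA11, a collagen receptor subunit of fibroblasts, which rose in Kuramochi, OVCAR4 and OVCAR8 with adjusted p of 0.0253, 0.0133 and 0.0237. Of the 25 core matrisome genes, 8 averaged under 1 CPM on plastic in every line, and 10 of the 16 abundant fibroblast transcripts are among the 144 genes. These members are all among the 144 genes, which the study chose on these libraries, so their counts are not independent evidence of a direction. ITGA11 did not pass without Kuramochi 3D replicate 2 or any Kuramochi plastic library, OVCAR4 plastic replicate 4, or any OVCAR8 library but 3D replicate 4 (adjusted p 0.0628 to 0.114, each in its own line). The core matrisome genes that rose numbered 12 in Kuramochi without plastic replicate 4, and 10, 8 and 8 in OVCAR8 without 3D replicate 61, plastic replicate 4 and plastic replicate 62. In all 3 lines they numbered 17 without OVCAR8 3D replicate 4 and 17 with the replicate number as a block. They numbered 3 there without OVCAR8 plastic replicate 4 or 62. The collagens numbered 3 in Kuramochi without Kuramochi plastic replicate 2 or OVCAR8 plastic replicate 61 and 2 without Kuramochi plastic replicate 8, and the ECM glycoproteins 5, 3 and 3 in OVCAR8 without 3D replicate 61, plastic replicate 4 and plastic replicate 62. The proteoglycans numbered 3 in Kuramochi without 3D replicate 2 or 8 or plastic replicate 2 and 1 without plastic replicate 4. The ECM regulators numbered 4 in Kuramochi without 3D or plastic replicate 8, and 4 in OVCAR8 without 3D replicate 61 or 62 or plastic replicate 62.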

Apart from integrin signaling, PDGF signaling was also among the signaling pathways identified. Therefore, remodeling of the ECM, interactions with the microenvironment and alteration of the matrisome are the key features of the metastatic tumor development. These pathways also indicate the importance of the tumor microenvironment in the metastatic progression, and this needs to be considered for the development of new therapeutic strategies.

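Both PDGF receptor genes, PDGFRA and PDGFRB, are among the 144 genes, and no ligand of the family is. PDGFRA changed from 0.649 to 3.78 CPM in Kuramochi, from 0.0106 to 2.29 CPM in OVCAR4 and from 0.137 to 9.21 CPM in OVCAR8. PDGFRB stood at 26.4 CPM on 3D and 29.1 CPM on plastic in OVCAR8, and at 0.964 CPM on 3D and 0.0926 CPM on plastic in OVCAR4. Both are also markers of fibroblasts, and the study picked these genes from the same libraries.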

## 3. Discussion

In the current study, we did a comprehensive RNA-seq analysis of normal fallopian tubes, primary tumors and metastasis from OC patients, in combination with an organotypic 3D omental culture model for early metastatic colonization. While much information is available on the gene expression profiling of OC primary tumors compared to normal tissue, the information available about metastasis is still limited [31]. Therefore, a comprehensive study of carcinogenesis and progression together, to identify the common and unique signatures, is essential. Moreover, not much is known about the pathways deregulated during early metastatic colonization, the rate-limiting step of metastasis. Here, we combined end point analysis of primary versus metastatic tumors from patients with a 3D culture model of early metastatic colonization, to identify the common pathways deregulated during early colonization that remain relevant in advanced metastasis. Our results indicated that the core matrisome, extracellular matrix components, focal adhesion pathways, integrin mediated pathways and collagen formation pathways were clearly essential for this process.

It has been well documented that the genes coding for ECM components undergo deregulation in tumor progression [32,33,34,35]. Moreover, altered ECMs can drive tumor progression [36,37]. Tumorigenic properties of cancer cells such as migration and proliferation are largely influenced by the ECM composition and ultrastructure. Differential regulation of ECM components has been observed in the early and late metastasis stages, which further signifies the contribution of ECM in tumor progression [38]. Tumor extracellular matrix is contributed by both tumor cells and the stromal cells [38]. It has been demonstrated in OC that the dysregulation of ECM components and stiffness impacts the OC progression [39].

Collagen acts as a scaffold in tumor ECM and the synthesis and degradation of collagen largely impacts the metastatic attributes of cancer cells. Collagen is found in abundance in the ECM [40,41]. The deposition of collagen I, II and III is increased during cancer invasion and migration [42,43]. Rapid changes involving collagen deposition have also been observed in breast cancer. Collagen type I, II and IV have been utilized as potential biomarkers in colorectal cancer since degraded collagen fragments are released in the circulation [44]. Collagen VI has been found to be overexpressed in OC [45], while Collagen XI is greatly increased in the OC metastasis [46,47,48]. A comprehensive analysis of OC omental metastasis, including gene expression, matrisome, extracellular matrix organization, biomechanical properties, cytokine/chemokine levels and cellular profiles revealed matrisome changes are a defining feature and could be correlated with prognosis [49]. These findings also showed the close correlation between RNA-seq data with matrisome focused proteomics increase in ECM glycoproteins, such as fibronectin and fibrinogen, along with proteoglycans and secreted factors defined metastatic progression [49]. Our results indicate that core matrisome changes and ECM reorganization are key features of initial carcinogenesis and subsequent metastasis, including early metastasis (Figure 2 and Figure 5). The remodeling of the tumor microenvironment was found to be an essential feature, consistent throughout the process of tumor initiation and progression.

Focal adhesions mediate the contact between cell and extracellular matrix, helping anchor the cell to the substratum and promote motility, playing a major role in metastasis [50,51,52,53]. Factors mediating or affecting the focal adhesions are usually upregulated in the tumors and this is also reflected in our sequencing data (Figure 7F). The anchorage to ECMs is mediated by specific heterodimeric membrane glycoproteins—integrins, which interact with various ECM components such as fibronectin, collagen, vitronectin and laminin. Thus, elevated levels of specific integrins and their associated proteins are observed in the metastasis [54,55,56]. Tumor progression is also partly mediated by the vascular integrins, which are expressed in tumor vasculature [57,58].

Primary tumors differentially expressed 2987 genes as compared to the normal fallopian tubes. However, the process of metastasis resulted in changes in the expression of only 845 genes. Of these, 304 genes overlapped with those deregulated in primary tumors versus fallopian tubes. An interesting observation in our study was that these 304 common deregulated genes in primary tumors versus normal fallopian tube and metastasis versus primary tumors were not necessarily altered in the same direction (Figure 4). This implied that certain changes necessary for the initial tumorigenesis were not essential for subsequent metastasis. Therefore, the process of cancer dissemination not only needed a new set of genes but the expression of certain genes that were overexpressed/repressed in the primary tumors had to be reversed. We went on to validate the top genes deregulated in similar and/or opposite directions by qRT-PCR in matched patient primary tumors and metastasis. Among the 12 genes tested, nine of them were validated by qRT-PCR (Figure 5). Among them, increased expression of EPYC, COL10A1, PLPP4, MEIS3 and ITGA11 appeared clinically relevant as markers of poor prognosis (Hazard ratio 1.49, 1.49, 2.41, 1.47 and 1.68, respectively; Figure 6). On the other hand, increased expression of AGR3 was a positive prognosis marker (Figure 6B). Of note, the datasets used for patient prognosis are mostly derived from primary tumor samples.

A key factor to consider is the different microenvironments of the primary tumor and the site of metastasis. Since gene expression changes can be regulated by the signals emanating from the microenvironment, this could be an important reason for the differences in metastasis. Such changes may not be reflected by genetic mutations in the cancer cells. The metastasizing cancer cells have to adapt to the new microenvironment and this is stimulated by the productive cross-talk with the microenvironment [28,59]. Our previous studies have shown that regulators of gene expression, such as microRNAs and transcription factors, are induced or repressed as a result of such reciprocal signaling [20,21]. Similarly, the cancer cells are also capable to induce mesothelial to mesenchymal transition in the mesothelial cells covering the omentum [24,60]. Our findings with the 3D omental culture model and comparison of patient primary and metastasis tumor samples, revealed that many of such initial adaptive changes continue to remain relevant in the advanced metastasis. These changes include multiple pathways involved in the interactions between the tumor cells with their microenvironment (Figure 7F). These results support the recent observations made upon deconstructing omental metastasis [49], while demonstrating that many of these processes start really early during the process of metastatic colonization. These pathways are, therefore, needed for early colonization and remain essential for the subsequent progression into the advanced metastasis.

## 4. Materials and Methods

### 4.1. Reagents

Dulbecco’s Modified Eagle Medium (DMEM), minimal essential medium vitamins, minimal essential medium nonessential amino acids, Trypsin and Penicillin–Streptomycin were obtained from Media Tech (Manassas, VA, USA).

### 4.2. Patient Samples

Matched pairs of fresh frozen primary tumors and normal fallopian tubes from eight OC patients were obtained from the Indiana University Simon Cancer Center Tissue Bank. Similarly, matched pairs of fresh frozen primary tumors and metastasis from 11 OC patients were also obtained from the Indiana University Simon Cancer Center Tissue Bank. RNA was isolated from these tissues using miRNeasy kit (Qiagen, Germantown, MD; Cat# 217004) following the manufacturer’s protocol and submitted to the Center for Genomics and Bioinformatics core facility, Indiana University, Bloomington for library preparation and sequencing. The study was approved by the Institutional Regulatory Board of Indiana University (protocol numbers 1106005767 and 1606070934). Patient written consent was obtained and tissues were collected by Indiana University Simon Cancer Center Tissue Bank. Only deidentified patient specimens were provided by the tissue bank.

### 4.3. Cell Lines

Human HGSOC cell lines OVCAR8 were acquired from Ernst Lengyel at the University of Chicago and OVCAR4 was from Joanna Burdette, University of Illinois at Chicago. Kuramochi was procured from Japanese Collection of Research Bioresources. The cell lines used were genetically validated and tested to be mycoplasma free using respective services from Idexx BioResearch (Columbia, MO). The genetic validation was done using the CellCheck 16 (16 Marker STR Profile and Inter-species Contamination Test) and mycoplasma testing was done using Stat-Myco.

### 4.4. D Omental Culture and RNA Isolation

Total RNA was isolated from a panel of HGSOC cell lines (Kuramochi, OVCAR4 and OVCAR8) grown in 3D omental cultures as described previously [20]. Three independent experiments per HGSOC cell line were conducted. Briefly, human primary mesothelial cells (HPMCs) and normal omental fibroblasts (NOFs) were isolated from omentum of women donors undergoing surgery at Indiana University Health Bloomington Hospital. The NOFs and HPMCs were grown as primary cultures for 2–3 passages and used for the experiments. The NOFs (3.6 × 10^5^ cells) were mixed with 91 μg Collagen I (BD Biosciences, San Jose, CA;Cat# 354236) and seeded in a 10 cm dish and allowed to attach for 4 h. Thereafter, 3.6 × 10^6^ HPMCs were overlaid on them to form a confluent monolayer. This 3D omentum culture mimicking the surface layers of the omentum was allowed to grow for 24 h so that the cells could secrete ECMs and other factors to form a complex microenvironment. GFP labelled OC cells were then seeded on the 3D omentum culture to mimic the initial steps of colonization and allowed to grow for 48 h. The cancer cells were then isolated by fluorescence activated cell sorting and compared to control cancer cells directly seeded on 10 cm tissue culture dishes and sham sorted. Total RNA was isolated using miRNeasy kit (Qiagen, Germantown, MD; Cat# 217004) and submitted for RNA-seq. Only those genes that were significantly differentially expressed (< 5% FDR and absolute fold change ≥ 2) in all three HGSOC cells were considered for further analysis. We chose to use Kuramochi, OVCAR4 and OVCAR8 as they have been reported as ‘likely/possibly’ HGSOC cell lines [61]. Moreover, among the HGSOC cell lines, we have found them to be more suitable for functional assays and OVCAR8 also grows effectively in mouse xenografts [62,63]. Therefore, the same cells would be suitable for extending these studies in the future.

### 4.5. RNA Sequencing

Library preparation and next generation RNA sequencing was carried out at the Center for Genomics and Bioinformatics core facility, Indiana University, Bloomington. The library preparation was done using TruSeq Stranded mRNA HT Sample Prep kit (Illumina, San Diego, CA; cat#RS-122-2103) according to the manufacturer’s protocol and 8-nucleotide barcodes were added for multiplexing. The barcoded libraries were cleaned by bead cut with AMPure XP beads (Beckman Coulter, Atlanta, GA; cat#A63882), verified using Qubit3 fluorometer (ThermoFisher Scientific, Waltham, MA) and 2200 TapeStation bioanalyzer (Agilent Technologies, Santa Clara, CA), and then pooled. The pool was sequenced on NextSeq 500 (Illumina) with NextSeq75 High Output v2 kit (Illumina, cat#FC-404-2005).

### 4.6. Analysis of Sequencing Data

Reads were adapter trimmed and quality filtered using Trimmomatic ver. 0.33 [64], with the cutoff threshold for average base quality score set at 20 over a sliding window of three bases. Reads shorter than 20 bases post-trimming were excluded. Cleaned reads mapped to human genome GRCh38 with gencode v25 annotation using Tophat2 ver 2.1.0 [65]. The number of reads mapped to annotated genes was counted using htseq-counts ver. 0.5.4p1 [66]. Significantly differentially expressed genes at 5% FDR with at least two-fold change were called using DESeq2 ver. 1.12.3 [67]. Categories based on overlaps among significantly differentially expressed genes between the two experiments (primary tumors versus FT and metastasis versus primary tumors) were analyzed using IPA (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis) and Metascape (metascape.org). Metascape is a web-based tool that has been under development since 2014 [27]. It enables multiple computational analysis of large scale data integrating gene annotation, membership analysis and has multi-gene-list meta-analysis capabilities. It allows the leveraging of 40 independent databases for studying functional enrichment, interactomes and gene annotation. Using Metascape, we ranked the deregulated pathways on the basis of –log_10_ (*p*-values). Interaction modules were also clustered on the basis of functional similarity by Metascape.

Gene set enrichment analysis was conducted using GSEA Desktop ver. 3.0, build 0160 [68]. Hallmark gene sets from Molecular Signatures Database ver. MSigDB 6.1 were used. GSEArot algorithm [69] was used to compute significance of enrichment for each of the hallmark gene sets, taking into consideration that the primary tumors and the FT as well as the metastatic and primary tumors were matched specimens from individual patients.

Heat maps were generated using the heatmap.2 function from R programming tools (gplots).

All RNA-seq data have been made available to the public (GEO accession numbers GSE137237, GSE137238, GSE137239).

## 5. Conclusions

Taken together, our RNA-seq data has generated a wealth of information in the form of crucial pathways and targets which can be further explored to unravel the molecular mechanisms regulating the OC metastasis. Overall, the results of this study emphasize the need to further explore the tumor microenvironment and extracellular matrix components in the progression of OC metastasis. OC patients typically present with the whole spectrum of metastasis ranging from early lesions to advanced metastasis. Targeting key components of the pathways identified in Figure 7F, or their regulators, could be an effective approach to treat the whole spectrum of metastasis.

## Figures and Tables

**Figure 1:**
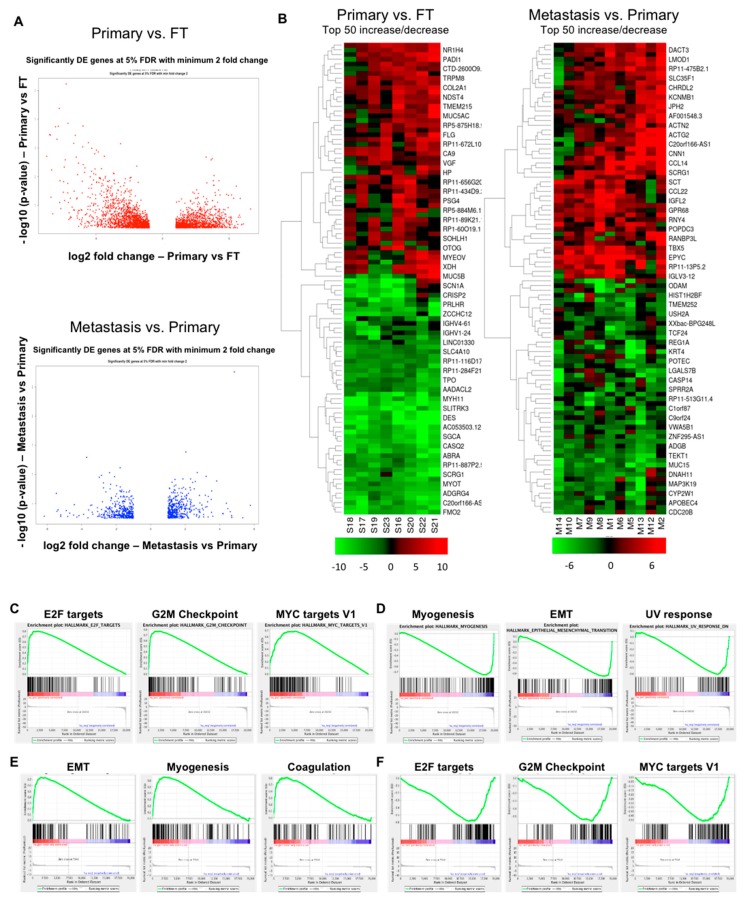
Gene expression analysis of ovarian carcinogenesis and progression. (**A**) Top: Volcano plot representing differentially expressed (DE) genes for primary tumors versus fallopian tube. Bottom: Volcano plot representing differentially expressed genes for metastasis versus primary tumors. The -log10 (*p*-values) plotted against log2 fold change values for all the significantly differentially expressed genes at 5% false discovery rate (FDR) with at least a two-fold change between Primary versus fallopian tube tumors (FT) (top) and Metastasis versus Primary tumors (bottom). The dots on the negative and positive values of X-axis in the top figure represent downregulated and upregulated genes, respectively, in Primary tumors relative to FT. The bottom figure represents the same in metastatic tumors relative to primary tumors. (**B**) Heat map representing top 50 upregulated and downregulated genes (fold change, at least 5% FDR) in primary tumors versus fallopian tube (Left) and in metastasis versus primary tumors (Right). Elevated gene expressions are depicted by increasingly deeper shades of red, while the diminished levels of expression are indicated by deeper shades of green. (**C**) Gene set enrichment analysis (GSEA) in primary tumors versus fallopian tube (positively correlated). (**D**) Primary tumors versus fallopian tube (negatively correlated). (**E**) GSEA in metastasis versus primary tumors (positively correlated). (**F**) Metastasis versus primary tumors (negatively correlated).

**Figure 2:**
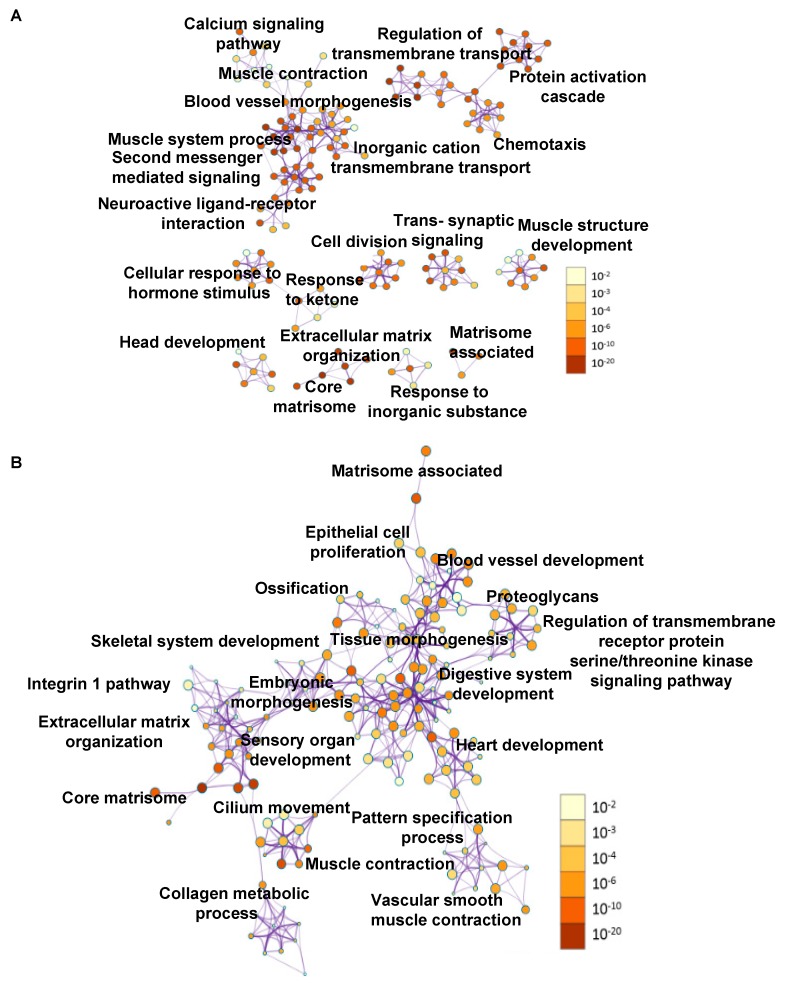
Pathway analysis of deregulated genes. (**A**) Pathway analysis for all deregulated genes in primary tumors versus fallopian tube. The interaction modules are clustered on the basis of functional similarities. (**B**) Pathway analysis for all deregulated genes in metastasis versus primary tumors with interaction modules clustered based on functional similarities. The node color intensity corresponds to the gene enrichment for a particular pathway and the node size correlates with statistical significance.

**Figure 3:**
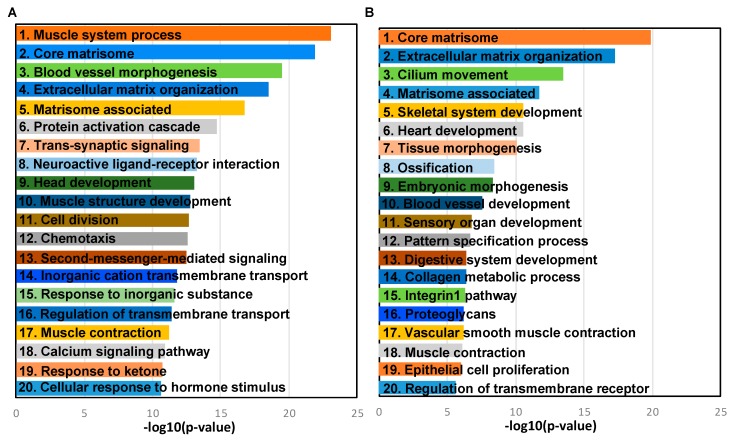
Deregulated pathways. (**A**) Most significantly deregulated pathways in primary tumors versus fallopian tube or (**B**) in metastasis versus primary tumors plotted against −log_10_ (*p*-values).

**Figure 4:**
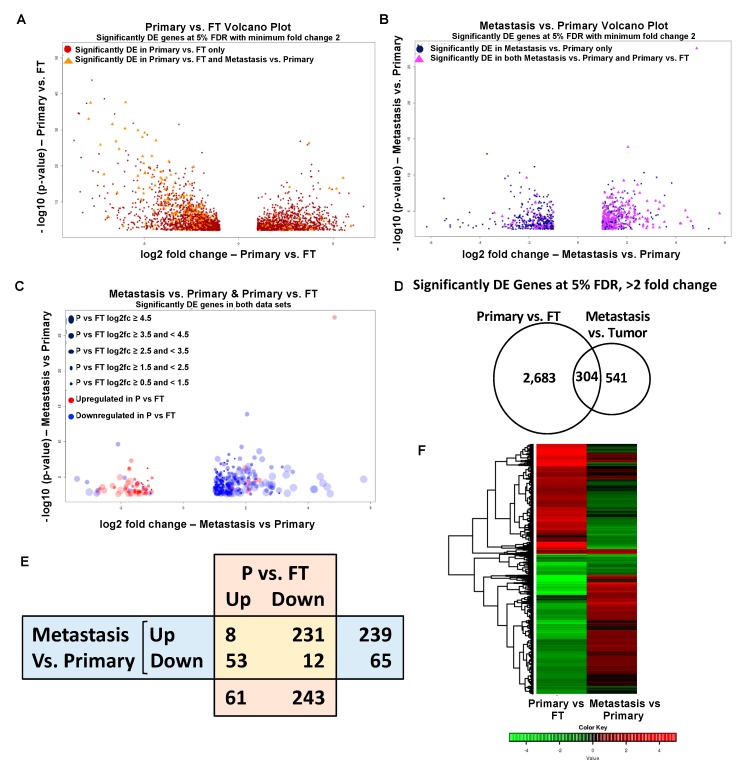
Gene expression analysis in ovarian cancer. (**A**) Volcano plot representing differentially expressed (DE) genes for primary tumors versus fallopian tube (red dots), where the differentially expressed genes common to both primary tumors versus fallopian tube and metastasis versus primary tumors are highlighted (orange triangles). The −log_10_ (*p*-values) plotted against log2 fold change values for all the significantly differentially expressed genes at 5% FDR with at least two-fold change between primary tumors versus FT (**B**) Volcano plot representing differentially expressed genes for metastasis versus primary tumors (blue dots), where the differentially expressed genes common to both primary tumors versus fallopian tube and metastasis versus primary tumors are highlighted (purple triangles). The −log_10_ (*p*-values) plotted against log2 fold change values for all the significantly differentially expressed genes at 5% FDR with at least two-fold change between metastasis versus primary tumors. (**C**) Volcano plot for metastasis versus primary tumors showing only the differentially expressed genes common in both metastasis versus primary tumors and primary tumors versus fallopian tube. Circle size is correlated to the fold change in expression in primary tumors versus fallopian tube. Circles are color coded to depict upregulation (red) or downregulation (blue) in primary tumors versus fallopian tube. (**D**) Venn diagram representing the overlap between primary tumors versus fallopian tube and metastasis versus primary tumors. (**E**) Table representing common upregulated and downregulated genes in ovarian cancer metastasis versus primary tumors and primary tumors (P) versus FT. (**F**) Combined heat map showing the hierarchical clustering based on log2 fold change values of common significantly differentially expressed genes in primary tumors versus fallopian tube and metastasis versus primary tumors.

**Figure 5:**
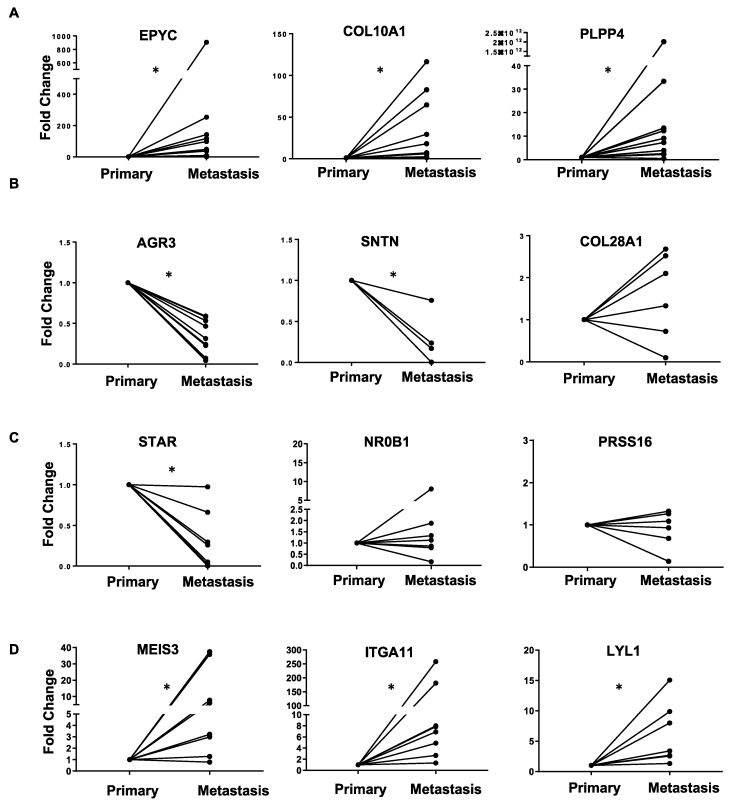
qRT-PCR (quantitative real-time polymerase chain reaction) validation. RNA isolated from matched primary and metastatic ovarian cancer patient tumors were used to perform qRT-PCR for the top deregulated genes in both primary and metastasis. Data represented in the form of before and after plots. (**A**) Genes upregulated in both primary and metastasis. (**B**) Genes downregulated in both primary and metastasis. (**C**) Genes downregulated in metastasis but upregulated in primary. (**D**) Genes upregulated in metastasis but downregulated in primary. * *p* < 0.05 (paired t-test).

**Figure 6:**
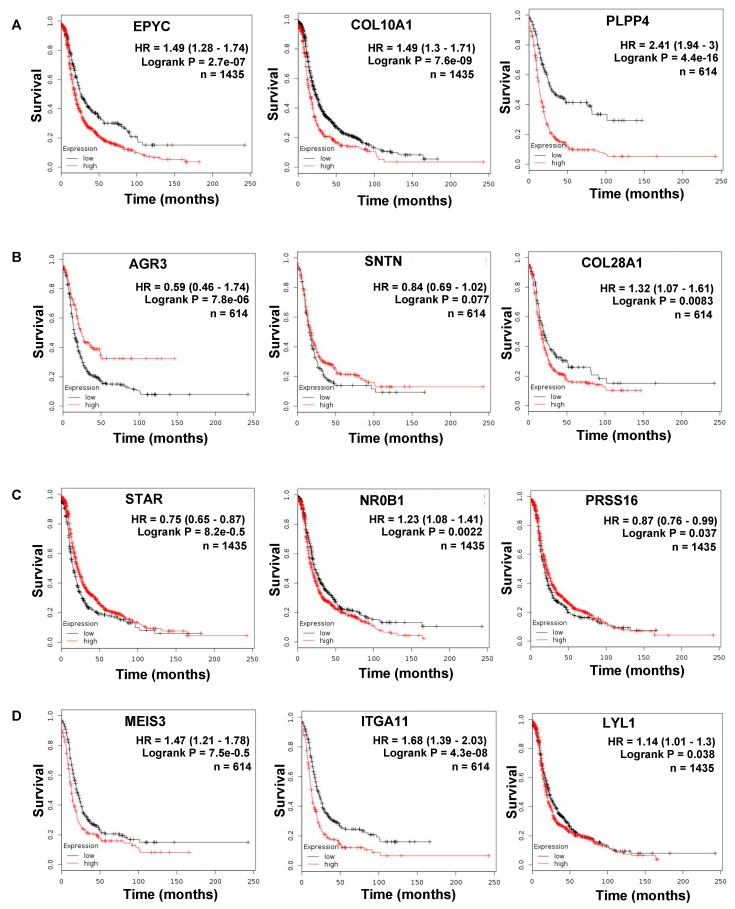
Kaplan-Meier plot for progression free survival analysis for top deregulated genes in both primary tumors and metastasis. (**A**) Genes upregulated in both primary and metastasis. (**B**) Genes downregulated in both primary and metastasis. (**C**) Genes downregulated in metastasis but upregulated in primary. (**D**) Genes upregulated in metastasis but downregulated in primary.

**Figure 7:**
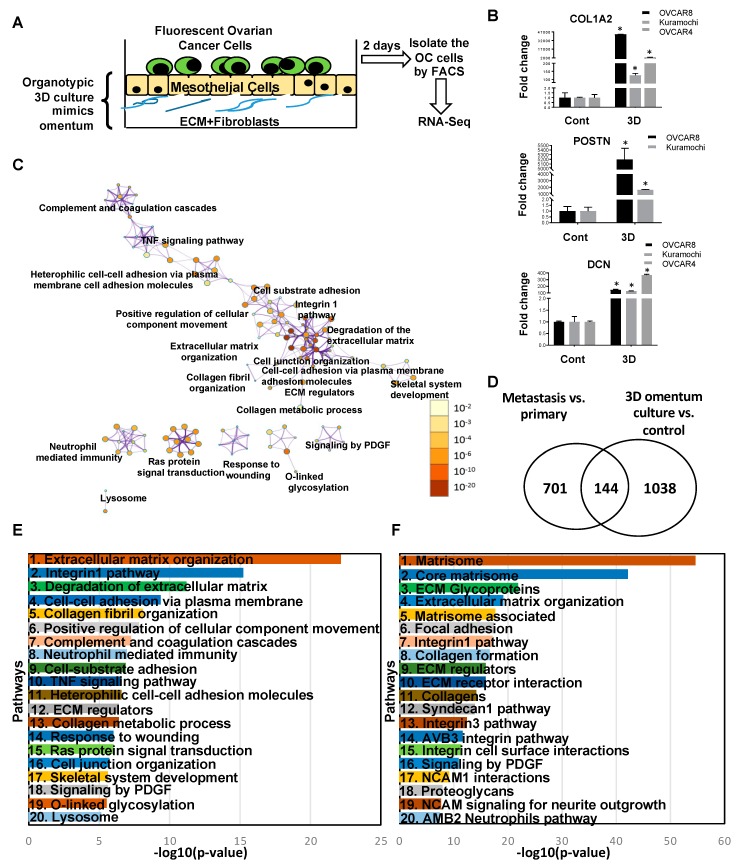
Early and advanced metastatic colonization. (**A**) Schematic of omental three-dimensional (3D) organotypic culture model. Normal omental fibroblasts were mixed with Collagen I, seeded in a culture dish and allowed to attach and polymerize, resembling the basement membrane of the omentum. Omental mesothelial cells were overlaid on it as a confluent monolayer to mimic the mesothelium and the culture was allowed to secrete extracellular matrices (ECMs) and factors for 24 h to form a complex microenvironment. Thereafter, green fluorescent protein (GFP)-labeled high-grade serous ovarian cancer (HGSOC) cells (Kuramochi/OVCAR4/OVCAR8) were seeded on the 3D omentum culture, allowed to grow for 2 days and then isolated by fluorescence activated cell sorting and used for RNA-seq. Three independent experiments were done for each cell. (**B**) The top three differentially expressed genes were validated by qRT-PCR all three cells. * *p* < 0.01, error bars indicate standard deviation for three replicates. (**C**) Network analysis of pathways deregulated in 3D culture versus cell culture where node color intensity corresponds to the gene enrichment for a particular pathway and the node size correlates with statistical significance. The interaction modules are clustered on the basis of functional similarities. (**D**) Venn diagram showing the common deregulated genes in all the 3 HGSOC cells on 3D omentum culture versus control and metastasis versus primary tumors. (**E**) Top 20 deregulated pathways in all the three HGSOC cells seeded on 3D omentum culture versus control plotted against −log_10_ (*p*-values). (**F**) Top 20 common deregulated pathways in all the 3 HGSOC cells seeded on 3D omentum culture versus control and metastasis versus primary tumors plotted against −log_10_ (*p*-values).

**Table 1:** Ingenuity pathway analysis (IPA) of differentially regulated genes in ovarian cancer. (panel **A**) Top 20 canonical pathways, (panel **B**) Top disease functions and (panel **C**) predicted upstream regulators in primary tumors versus FT. (panel **D**) Top 20 canonical pathways, (panel **E**) top disease functions and (panel **F**) predicted upstream regulators in metastasis versus primary tumors.

**A**	**Ingenuity Canonical Pathways: FT vs. Primary Tumors**		**−log(*p*-Value)**	**D**	**Ingenuity Canonical Pathways: Metastasis vs. Primary Tumors**		**−log(*p*-Value)**
1	Hepatic Fibrosis / Hepatic Stellate Cell Activation		10.2	1	Hepatic Fibrosis / Hepatic Stellate Cell Activation		6.58
2	cAMP-mediated signaling		10.1	2	Osteoarthritis Pathway		5.15
3	G-Protein Coupled Receptor Signaling		8.16	3	Agranulocyte Adhesion and Diapedesis		4.12
4	Calcium Signaling		6.94	4	Inhibition of Matrix Metalloproteases		2.98
5	Amyotrophic Lateral Sclerosis Signaling		6.08	5	Bladder Cancer Signaling		2.86
6	eNOS Signaling		5.8	6	Atherosclerosis Signaling		2.27
7	MSP-RON Signaling Pathway		5.77	7	Granulocyte Adhesion and Diapedesis		2.07
8	Cellular Effects of Sildenafil (Viagra)		5.34	8	Neuroprotective Role of THOP1 in Alzheimer’s Disease		1.99
9	Intrinsic Prothrombin Activation Pathway		5.31	9	Eicosanoid Signaling		1.8
10	Breast Cancer Regulation by Stathmin1		5.27	10	ILK Signaling		1.76
**B**	**Top Diseases and Functions: FT vs. Primary Tumors**			**E**	**Top Diseases and Functions: Metastasis vs. Primary Tumors**		
1	Cancer, Cellular Development, Organismal Injury and Abnormalities			1	Digestive System Development and Function, Embryonic Development, Organismal Development		
2	Nervous System Development and Function, Cell Death and Survival, Tissue Morphology			2	Cell-mediated Immune Response, Cellular Movement, Hematological System Development and Function		
3	Cell Morphology, Cellular Assembly and Organization, Cellular Function and Maintenance			3	Cardiovascular Disease, Hereditary Disorder, Organismal Injury and Abnormalities		
4	Cell Signaling, Neurological Disease, Organismal Injury and Abnormalities			4	Cardiac Arrythmia, Cardiovascular Disease, Hereditary Disorder		
5	Cellular Development, Cellular Growth and Proliferation, Hematological System Development and Function			5	Skeletal and Muscular System Development and Function, Gastrointestinal Disease, Organismal Injury and Abnormalities		
6	Cancer, Organismal Injury and Abnormalities, Carbohydrate Metabolism			6	Cardiovascular Disease, Cell-To-Cell Signaling and Interaction, Drug Metabolism		
7	Cell Signaling, Carbohydrate Metabolism, Small Molecule Biochemistry			7	Digestive System Development and Function, Connective Tissue Development and Function, Connective Tissue Disorders		
8	Molecular Transport, Connective Tissue Disorders, Developmental Disorder			8	Developmental Disorder, Hereditary Disorder, Ophthalmic Disease		
9	Skeletal and Muscular System Development and Function, Skeletal and Muscular Disorders, Hereditary Disorder			9	Dermatological Diseases and Conditions, Inflammatory Disease, Organismal Injury and Abnormalities		
10	Cell-To-Cell Signaling and Interaction, Cellular Assembly and Organization, Nervous System Development and Function			10	Endocrine System Disorders, Organ Morphology, Organismal Injury and Abnormalities		
**C**	**Upstream Regulator**	**Molecule Type**	***p*-Value of Overlap**	**F**	**Upstream Regulator**	**Molecule Type**	***p*-Value of Overlap**
1	TGFB1	growth factor	1.06 × 10^−38^	1	MYOCD	transcription regulator	1.08 × 10^−13^
2	Vegf	Group	1.48 × 10^−33^	2	BMP4	growth factor	2.57 × 10^−10^
3	beta-estradiol	chemical—endogenous mammalian	3.47 × 10^−29^	3	RUNX2	transcription regulator	6.84 × 10^−10^
4	ERBB2	Kinase	2.48 × 10^−28^	4	BMP2	growth factor	1.43 × 10^−8^
5	dexamethasone	chemical drug	3.2 × 10^−26^	5	miR-199a-5p (and other miRNAs w/seed CCAGUGU)	mature microrna	2.25 × 10^−8^
6	HGF	growth factor	7.39 × 10^−25^	6	U0126	chemical—kinase inhibitor	2.42 × 10^−8^
7	FGF2	growth factor	6.31 × 10^−24^	7	TGFB3	growth factor	2.73 × 10^−8^
8	progesterone	chemical—endogenous mammalian	1.43 × 10^−23^	8	TGFB1	growth factor	3.72 × 10^−8^
9	TNF	cytokine	3.83 × 10^−22^	9	GNA13	enzyme	1.29 × 10^−7^
10	IL6	cytokine	1.87 × 10^−21^	10	HAND2	transcription regulator	2.1 × 10^−7^

**Table 2:** Common genes in metastasis versus primary tumors and primary tumors versus FT.

**(A). Common Upregulated Genes in Ovarian Cancer Metastasis versus Primary and Primary versus FT**			**(B). Common Downregulated Genes in Ovarian Cancer Metastasis versus Primary and Primary versus FT**		
**Gene Name**	**log2 Fold Change**	***p*-Value**	**Gene Name**	**log2 Fold Change**	***p*-Value**
*EPYC*	4.84	2.78 × 10^−28^	AGR3	−2.09	2.25 × 10^−10^
*COL10A1*	1.98	5.19 × 10^−7^	SNTN	−3.09	4.80 × 10^−5^
*PLPP4*	2.06	5.95 × 10^−5^	ANKUB1	−3.41	1.64 × 10^−5^
*RP11-13P5.2*	2.44	2.46 × 10^−5^	COL28A1	−1.29	0.000236
*PODNL1*	1.44	0.002166	DCDC2B	−3.01	0.001219
*CILP2*	1.54	0.000325	ADGB	−2.75	0.000667
*FNDC1*	2.32	3.26 × 10^−5^	CFAP52	−1.88	1.19 × 10^−5^
*SLC35D3*	2.09	0.000901	RP11-356K23.1	−2.77	0.001993
			WDR38	−1.49	8.60 × 10^−5^
			CFAP221	−1.19	0.000604
			NWD1	−1.72	0.000766
			FAM166B	−1.07	0.001892
**(C). Top 10 Opposite: Upregulated Genes in Metastasis versus Primary and Downregulated in Primary versus FT**			**(D). Top 10 Opposite: Downregulated Genes in Metastasis versus Primary and Upregulated in Primary versus FT**		
**Gene Name**	**log2 Fold Change**	***p*-Value**	**Gene Name**	**log2 Fold Change**	***p*-Value**
*MEIS3*	2.04	1.29 × 10^−14^	ATP6V1C2	−1.73	6.83 × 10^−7^
*ITGA11*	2.19	1.58 × 10^−7^	STAR	−1.67	4.38 × 10^−8^
*RP1-79C4.4*	1.10	2.54 × 10^−8^	NR0B1	−1.84	5.01 × 10^−4^
*LYL1*	1.42	9.63 × 10^−7^	KCNG3	−1.58	9.16 × 10^−4^
*ASPA*	1.49	3.70 × 10^−5^	PRSS16	−1.14	3.02 × 10^−5^
*AOC3*	1.49	9.69 × 10^−6^	FAM167A	−1.45	6.31 × 10^−5^
*GIMAP8*	1.41	4.79 × 10^−8^	C3orf67	−1.30	1.00 × 10^−4^
*LRRN4CL*	1.23	5.73 × 10^−5^	JPH1	−1.62	1.85 × 10^−4^
*IGHV1-24*	1.99	5.70 × 10^−4^	HOOK1	−1.56	1.93 × 10^−5^
*CCL14*	2.85	7.45 × 10^−6^	ESM1	−1.78	5.89 × 10^−5^

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6694/11/10/1513/s1, Figure S1: Heat maps representing the deregulated genes in ovarian cancer, Figure S2: Butterfly plots, Figure S3: Gene set enrichment analysis (GSEA) for the Hallmark gene set in ovarian cancer, Figure S4: Ingenuity pathway analysis (IPA) of differentially regulated genes in ovarian cancer, Figure S5: Heat map representing differentially expressed genes in all 3 HGSOC cells (Kuramochi/OVCAR4/OVCAR8) seeded on the 3D omentum culture versus control. Table S1: Ovarian cancer patient characteristics and specimen information. Table S2: Differentially expresses genes in primary tumors versus FT. Table S3: Differentially expresses genes in metastasis versus primary tumors. Table S4: 304 differentially expressed genes in primary tumors versus FT that are also deregulated in metastasis versus primary tumors. Table S5: 304 differentially expressed genes in metastasis versus primary tumors that are also deregulated in primary tumors versus FT. Table S6: Common genes in metastasis vs. primary tumors and primary tumors vs. FT. Table S7: KM plotter settings for progression free survival analysis (PFS). Table S8: Differentially expressed genes in Kuramochi, OVCAR4 and OVCAR8 cells seeded on 3D omentum culture. 

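Table S8 lists 1182 genes with the paper's adjusted p and fold change in each line. By the paper's values all 1182 have an adjusted p under 0.05 in all 3 lines, and 153 also change at least 2-fold in each. The paper's fold changes are positive in all 3 lines for 519 genes, negative in all 3 for 597 and of mixed sign for 66. In edgeR's test of the deposited counts all 1182 were tested and had the same sign as in the table in each line. Of them 1037 changed in Kuramochi, 1030 in OVCAR4, 611 in OVCAR8 and 488 in all 3 lines. The count in Kuramochi was 673 without plastic replicate 4, and that in OVCAR4 was 668, 672 and 671 without 3D replicate 4, 3D replicate 6 and plastic replicate 4. In OVCAR8 it was 956, 189 and 202 without 3D replicates 4, 61 and 62, and 222, 327 and 230 without plastic replicates 4, 61 and 62. The 488 became 791 without Kuramochi plastic replicate 2, 280 and 279 without OVCAR4 3D replicates 4 and 6, 833, 160 and 164 without OVCAR8 3D replicates 4, 61 and 62, and 182, 245 and 185 without OVCAR8 plastic replicates 4, 61 and 62. The table holds 31 core matrisome genes, and 48 of its genes averaged under 1 CPM on plastic in every line.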

Table S9: The 144 differentially expressed genes that are commonly deregulated in 3D omentum culture and in metastasis versus primary tumors.

## References

[1] Torre L.A., Trabert B., DeSantis C.E., Miller K.D., Samimi G., Runowicz C.D., Gaudet M.M., Jemal A., Siegel R.L. (2018). Ovarian Cancer Statistics, 2018. CA A Cancer J. Clin..

[2] (2011). Integrated Genomic Analyses of Ovarian Carcinoma. Nature.

[3] Vaughan S., Coward J.I., Bast R.C., Berchuck A., Berek J.S., Brenton J.D., Coukos G., Crum C.C., Drapkin R., Etemadmoghadam D. (2011). Rethinking Ovarian Cancer: Recommendations for Improving Outcomes. Nat. Rev. Cancer.

[4] Koonings P.P., Campbell K., Mishell D.R., Grimes D.A. (1989). Relative Frequency of Primary Ovarian Neoplasms: A 10-Year Review. Obstet. Gynecol..

[5] Tothill R.W., Tinker A.V., George J., Brown R., Fox S.B., Lade S., Johnson D.S., Trivett M.K., Etemadmoghadam D., Locandro B. (2008). Novel Molecular Subtypes of Serous and Endometrioid Ovarian Cancer Linked to Clinical Outcome. Clin. Cancer Res..

[6] Denkert C., Budczies J., Darb-Esfahani S., Gyorffy B., Sehouli J., Konsgen D., Zeillinger R., Weichert W., Noske A., Buckendahl A.C. (2009). A Prognostic Gene Expression Index in Ovarian Cancer—Validation across Different Independent Data Sets. J. Pathol..

[7] Piek J.M., van Diest P.J., Zweemer R.P., Jansen J.W., Poort–Keesom R.J., Menko F.H., Gille J.J., Jongsma A.P., Pals G., Kenemans P. (2001). Dysplastic Changes in Prophylactically Removed Fallopian Tubes of Women Predisposed to Developing Ovarian Cancer. J. Pathol..

[8] Callahan M.J., Crum C.P., Medeiros F., Kindelberger D.W., Elvin J.A., Garber J.E., Feltmate C.M., Berkowitz R.S., Muto M.G. (2007). Primary Fallopian Tube Malignancies in BRCA-Positive Women Undergoing Surgery for Ovarian Cancer Risk Reduction. J. Clin. Oncol..

[9] Kindelberger D.W., Lee Y., Miron A., Hirsch M.S., Feltmate C., Medeiros F., Callahan M.J., Garner E.O., Gordon R.W., Birch C. (2007). Intraepithelial Carcinoma of the Fimbria and Pelvic Serous Carcinoma: Evidence for a Causal Relationship. Am. J. Surg. Pathol..

[10] Ducie J., Dao F., Considine M., Olvera N., Shaw P.A., Kurman R.J., Shih I.M., Soslow R.A., Cope L., Levine D.A. (2017). Molecular Analysis of High-Grade Serous Ovarian Carcinoma With and Without Associated Serous Tubal Intra-Epithelial Carcinoma. Nat. Commun..

[11] Li J., Abushahin N., Pang S., Xiang L., Chambers S.K., Fadare O., Kong B., Zheng W. (2011). Tubal Origin of ‘Ovarian’ Low-Grade Serous Carcinoma. Mod. Pathol..

[12] Grellety T., Lucchesi C., Hostein I., Auzanneau C., Khalifa E., Soubeyran I., Italiano A. (2017). High-depth Sequencing of Paired Primary and Metastatic Tumours: Implications for Personalised Medicine. Eur. J. Cancer (Oxford, England: 1990).

[13] Marchion D.C., Xiong Y., Chon H.S., Al Sawah E., Bou Zgheib N., Ramirez I.J., Abbasi F., Stickles X.B., Judson P.L., Hakam A. (2013). Gene Expression Data Reveal Common Pathways that Characterize the Unifocal Nature of Ovarian Cancer. Am. J. Obstet. Gynecol..

[14] Chien J., Neums L., Powell A., Torres M., Kalli K.R., Multinu F., Shridhar V., Mariani A. (2018). Genetic Evidence for Early Peritoneal Spreading in Pelvic High-Grade Serous Cancer. Front. Oncol..

[15] Brodsky A.S., Fischer A., Miller D.H., Vang S., MacLaughlan S., Wu H.T., Yu J., Steinhoff M., Collins C., Smith P.J. (2014). Expression Profiling of Primary and Metastatic Ovarian Tumors Reveals Differences Indicative of Aggressive Disease. PLoS ONE.

[16] Glasgow M.A., Argenta P., Abrahante J.E., Shetty M., Talukdar S., Croonquist P.A., Khalifa M.A., Starr T.K. (2019). Biological Insights into Chemotherapy Resistance in Ovarian Cancer. Int. J. Mol. Sci..

[17] Lee J.Y., Yoon J.K., Kim B., Kim S., Kim M.A., Lim H., Bang D., Song Y.S. (2015). Tumor Evolution and Intratumor Heterogeneity of An Epithelial Ovarian Cancer Investigated Using Next-Generation Sequencing. BMC Cancer.

[18] Eckert M.A., Pan S., Hernandez K.M., Loth R.M., Andrade J., Volchenboum S.L., Faber P., Montag A., Lastra R., Peter M.E. (2016). Genomics of Ovarian Cancer Progression Reveals Diverse Metastatic Trajectories Including Intraepithelial Metastasis to the Fallopian Tube. Cancer Discov..

[19] Bowtell D.D., Bohm S., Ahmed A.A., Aspuria P.J., Bast R.C., Beral V., Berek J.S., Birrer M.J., Blagden S., Bookman M.A. (2015). Rethinking Ovarian Cancer II: Reducing Mortality from High-Grade Serous Ovarian Cancer. Nat. Rev. Cancer.

[20] Tomar S., Plotnik J.P., Haley J., Scantland J., Dasari S., Sheikh Z., Emerson R., Lenz D., Hollenhorst P.C., Mitra A.K. (2018). ETS1 Induction by the Microenvironment Promotes Ovarian Cancer Metastasis Through Focal Adhesion Kinase. Cancer Lett..

[21] Mitra A.K., Chiang C.Y., Tiwari P., Tomar S., Watters K.M., Peter M.E., Lengyel E. (2015). Microenvironment-Induced Downregulation of miR-193b Drives Ovarian Cancer Metastasis. Oncogene.

[22] Mitra A.K. (2016). Ovarian Cancer Metastasis: A Unique Mechanism of Dissemination.

[23] Watters K.M., Bajwa P., Kenny H.A. (2018). Organotypic 3D Models of the Ovarian Cancer Tumor Microenvironment. Cancers.

[24] Kenny H.A., Chiang C.Y., White E.A., Schryver E.M., Habis M., Romero I.L., Ladanyi A., Penicka C.V., George J., Matlin K. (2014). Mesothelial Cells Promote Early Ovarian Cancer Metastasis Through Fibronectin Secretion. J. Clin. Investig..

[25] Iwanicki M.P., Davidowitz R.A., Ng M.R., Besser A., Muranen T., Merritt M., Danuser G., Ince T.A., Brugge J.S. (2011). Ovarian Cancer Spheroids Use Myosin-Generated Force to Clear the Mesothelium. Cancer Discov..

[26] Chaffer C.L., Weinberg R.A. (2011). A Perspective on Cancer Cell Metastasis. Science (New York, N.Y.).

[27] Zhou Y., Zhou B., Pache L., Chang M., Khodabakhshi A.H., Tanaseichuk O., Benner C., Chanda S.K. (2019). Metascape Provides a Biologist-Oriented Resource for the Analysis of Systems-Level Datasets. Nat. Commun..

[28] Chambers A.F., Groom A.C., MacDonald I.C. (2002). Dissemination and Growth of Cancer Cells in Metastatic Sites. Nat. Rev. Cancer.

[29] Peters P.N., Schryver E.M., Lengyel E., Kenny H. (2015). Modeling the Early Steps of Ovarian Cancer Dissemination in an Organotypic Culture of the Human Peritoneal Cavity. J. Vis. Exp..

[30] Klymenko Y., Kim O., Loughran E., Yang J., Lombard R., Alber M., Stack M.S. (2017). Cadherin Composition and Multicellular Aggregate Invasion in Organotypic Models of Epithelial Ovarian Cancer Intraperitoneal Metastasis. Oncogene.

[31] Yin J.G., Liu X.Y., Wang B., Wang D.Y., Wei M., Fang H., Xiang M. (2016). Gene Expression Profiling Analysis of Ovarian Cancer. Oncol. Lett..

[32] Cretu A., Brooks P.C. (2007). Impact of the Non-Cellular Tumor Microenvironment on Metastasis: Potential Therapeutic and Imaging Opportunities. J. Cell. Physiol..

[33] Van Kempen L.C., Ruiter D.J., van Muijen G.N., Coussens L.M. (2003). The Tumor Microenvironment: A Critical Determinant of Neoplastic Evolution. Eur. J. Cell Biol..

[34] Ramaswamy S., Ross K.N., Lander E.S., Golub T.R. (2003). A Molecular Signature of Metastasis in Primary Solid Tumors. Nat. Genet..

[35] Xu L., Begum S., Hearn J.D., Hynes R.O. (2006). GPR56, an Atypical G Protein-Coupled Receptor, Binds Tissue Transglutaminase, TG2, and Inhibits Melanoma Tumor Growth and Metastasis. Proc. Natl. Acad. Sci. USA.

[36] Oudin M.J., Jonas O., Kosciuk T., Broye L.C., Guido B.C., Wyckoff J., Riquelme D., Lamar J.M., Asokan S.B., Whittaker C. (2016). Tumor Cell-Driven Extracellular Matrix Remodeling Drives Haptotaxis during Metastatic Progression. Cancer Discov..

[37] Gehler S., Ponik S.M., Riching K.M., Keely P.J. (2013). Bi-directional Signaling: Extracellular Matrix and Integrin Regulation of Breast Tumor Progression. Crit. Rev. Eukaryot. Gene Expr..

[38] Naba A., Clauser K.R., Hoersch S., Liu H., Carr S.A., Hynes R.O. (2012). The Matrisome: In Silico Definition and in vivo Characterization by Proteomics of Normal and Tumor Extracellular Matrices. Mol. Cell. Proteom..

[39] Cho A., Howell V.M., Colvin E.K. (2015). The Extracellular Matrix in Epithelial Ovarian Cancer—A Piece of a Puzzle. Front. Oncol..

[40] Paszek M.J., Zahir N., Johnson K.R., Lakins J.N., Rozenberg G.I., Gefen A., Reinhart-King C.A., Margulies S.S., Dembo M., Boettiger D. (2005). Tensional Homeostasis and the Malignant Phenotype. Cancer Cell.

[41] Butcher D.T., Alliston T., Weaver V.M. (2009). A Tense Situation: Forcing Tumour Progression. Nat. Rev. Cancer.

[42] Zhu G.G., Risteli L., Makinen M., Risteli J., Kauppila A., Stenback F. (1995). Immunohistochemical Study of Type I Collagen and Type I pN-Collagen in Benign and Malignant Ovarian Neoplasms. Cancer.

[43] Huijbers I.J., Iravani M., Popov S., Robertson D., Al-Sarraj S., Jones C., Isacke C.M. (2010). A Role for Fibrillar Collagen Deposition and the Collagen Internalization Receptor endo180 in Glioma Invasion. PLoS ONE.

[44] Kehlet S.N., Sanz-Pamplona R., Brix S., Leeming D.J., Karsdal M.A., Moreno V. (2016). Excessive Collagen Turnover Products are Released During Colorectal Cancer Progression and Elevated in Serum from Metastatic Colorectal Cancer Patients. Sci. Rep..

[45] Sherman-Baust C.A., Weeraratna A.T., Rangel L.B., Pizer E.S., Cho K.R., Schwartz D.R., Shock T., Morin P.J. (2003). Remodeling of the Extracellular Matrix through Overexpression of Collagen VI Contributes to Cisplatin Resistance in Ovarian Cancer Cells. Cancer Cell.

[46] Wu Y.H., Chang T.H., Huang Y.F., Huang H.D., Chou C.Y. (2014). COL11A1 Promotes Tumor Progression and Predicts Poor Clinical Outcome in Ovarian Cancer. Oncogene.

[47] Raglow Z., Thomas S.M. (2015). Tumor Matrix Protein Collagen XIalpha1 in Cancer. Cancer Lett..

[48] Teng P.N., Wang G., Hood B.L., Conrads K.A., Hamilton C.A., Maxwell G.L., Darcy K.M., Conrads T.P. (2014). Identification of Candidate Circulating Cisplatin-Resistant Biomarkers from Epithelial Ovarian Carcinoma Cell Secretomes. Br. J. Cancer.

[49] Pearce O.M.T., Delaine-Smith R.M., Maniati E., Nichols S., Wang J., Bohm S., Rajeeve V., Ullah D., Chakravarty P., Jones R.R. (2018). Deconstruction of a Metastatic Tumor Microenvironment Reveals a Common Matrix Response in Human Cancers. Cancer Discov..

[50] De Pascalis C., Etienne-Manneville S. (2017). Single and Collective Cell Migration: The Mechanics of Adhesions. Mol. Biol. Cell.

[51] Maziveyi M., Alahari S.K. (2017). Cell Matrix Adhesions in Cancer: The Proteins that Form the Glue. Oncotarget.

[52] Burridge K., Guilluy C. (2016). Focal Adhesions, Stress Fibers and Mechanical Tension. Exp. Cell Res..

[53] Tilghman R.W., Parsons J.T. (2008). Focal Adhesion Kinase as a Regulator of Cell Tension in the Progression of Cancer. Semin. Cancer Biol..

[54] Mitra A.K., Sawada K., Tiwari P., Mui K., Gwin K., Lengyel E. (2011). Ligand-Independent Activation of c-Met by Fibronectin and alpha(5)beta(1)-Integrin Regulates Ovarian Cancer Invasion and Metastasis. Oncogene.

[55] Kaur S., Kenny H.A., Jagadeeswaran S., Zillhardt M.R., Montag A.G., Kistner E., Yamada S.D., Mitra A.K., Lengyel E. (2009). β3-Integrin Expression on Tumor Cells Inhibits Tumor Progression, Reduces Metastasis, and is Associated with a Favorable Prognosis in Patients with Ovarian Cancer. Am. J. Pathol..

[56] Kobayashi M., Sawada K., Kimura T. (2017). Potential of Integrin Inhibitors for Treating Ovarian Cancer: A Literature Review. Cancers.

[57] Noh K., Mangala L.S., Han H.D., Zhang N., Pradeep S., Wu S.Y., Ma S., Mora E., Rupaimoole R., Jiang D. (2017). Differential Effects of EGFL6 on Tumor versus Wound Angiogenesis. Cell Rep..

[58] Choi H.J., Armaiz Pena G.N., Pradeep S., Cho M.S., Coleman R.L., Sood A.K. (2015). Anti-vascular Therapies in Ovarian Cancer: Moving beyond Anti-VEGF Approaches. Cancer Metastasis Rev..

[59] Lambert A.W., Pattabiraman D.R., Weinberg R.A. (2017). Emerging Biological Principles of Metastasis. Cell.

[60] Nakamura M., Ono Y.J., Kanemura M., Tanaka T., Hayashi M., Terai Y., Ohmichi M. (2015). Hepatocyte Growth Factor Secreted by Ovarian Cancer Cells Stimulates Peritoneal Implantation via the Mesothelial-Mesenchymal Transition of the Peritoneum. Gynecol. Oncol..

[61] Domcke S., Sinha R., Levine D.A., Sander C., Schultz N. (2013). Evaluating Cell Lines as Tumour Models by Comparison of Genomic Profiles. Nat. Commun..

[62] Haley J., Tomar S., Pulliam N., Xiong S., Perkins S.M., Karpf A.R., Mitra S., Nephew K.P., Mitra A.K. (2016). Functional Characterization of a Panel of High-Grade Serous Ovarian Cancer Cell Lines As Representative Experimental Models of the Disease. Oncotarget.

[63] Mitra A.K., Davis D.A., Tomar S., Roy L., Gurler H., Xie J., Lantvit D.D., Cardenas H., Fang F., Liu Y. (2015). In vivo Tumor Growth of high-grade Serous Ovarian Cancer Cell Lines. Gynecol. Oncol..

[64] Bolger A.M., Lohse M., Usadel B. (2014). Trimmomatic: A Flexible Trimmer for Illumina Sequence Data. Bioinformatics (Oxford, England).

[65] Kim D., Pertea G., Trapnell C., Pimentel H., Kelley R., Salzberg S.L. (2013). TopHat2: Accurate Alignment of Transcriptomes in the Presence of Insertions, Deletions and Gene Fusions. Genome Biol..

[66] Anders S., Pyl P.T., Huber W. (2015). HTSeq--a Python Framework to Work with High-Throughput Sequencing Data. Bioinformatics (Oxford, England).

[67] Love M.I., Huber W., Anders S. (2014). Moderated Estimation of Fold Change and Dispersion for RNA-seq Data with DESeq2. Genome Biol..

[68] Subramanian A., Tamayo P., Mootha V.K., Mukherjee S., Ebert B.L., Gillette M.A., Paulovich A., Pomeroy S.L., Golub T.R., Lander E.S. (2005). Gene Set Enrichment Analysis: A Knowledge-Based Approach for Interpreting Genome-Wide Expression Profiles. Proc. Natl. Acad. Sci. USA.

[69] Dorum G., Snipen L., Solheim M., Saebo S. (2009). Rotation Testing in Gene Set Enrichment Analysis for Small Direct Comparison Experiments. Stat. Appl. Genet. Mol. Biol..

# Supplementary material for: Transcriptome Profiling Reveals Matrisome Alteration as a Key Feature of Ovarian Cancer Progression
**Source:** Cancers (Basel). 2019 Oct 9;11(10):1513. doi: 10.3390/cancers11101513
**Supplement:** Supplementary file 1

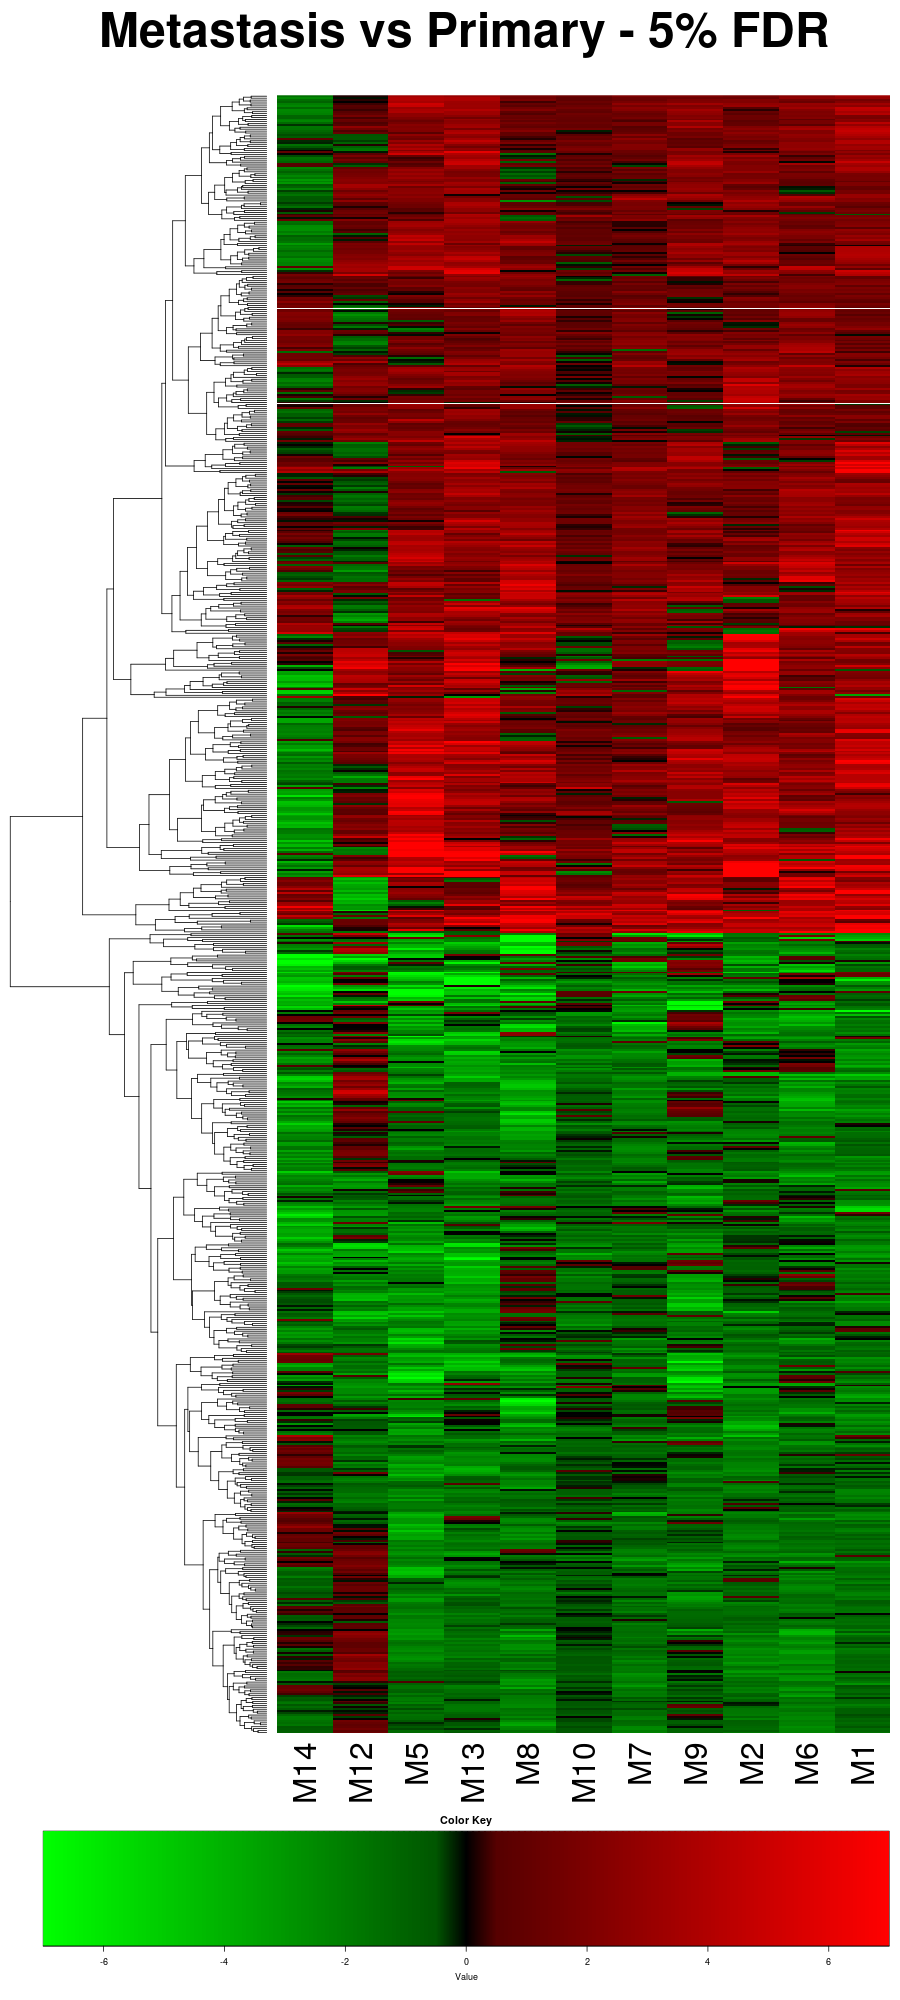

-6

-4

-2

0

2

4

6

**A**

**B**

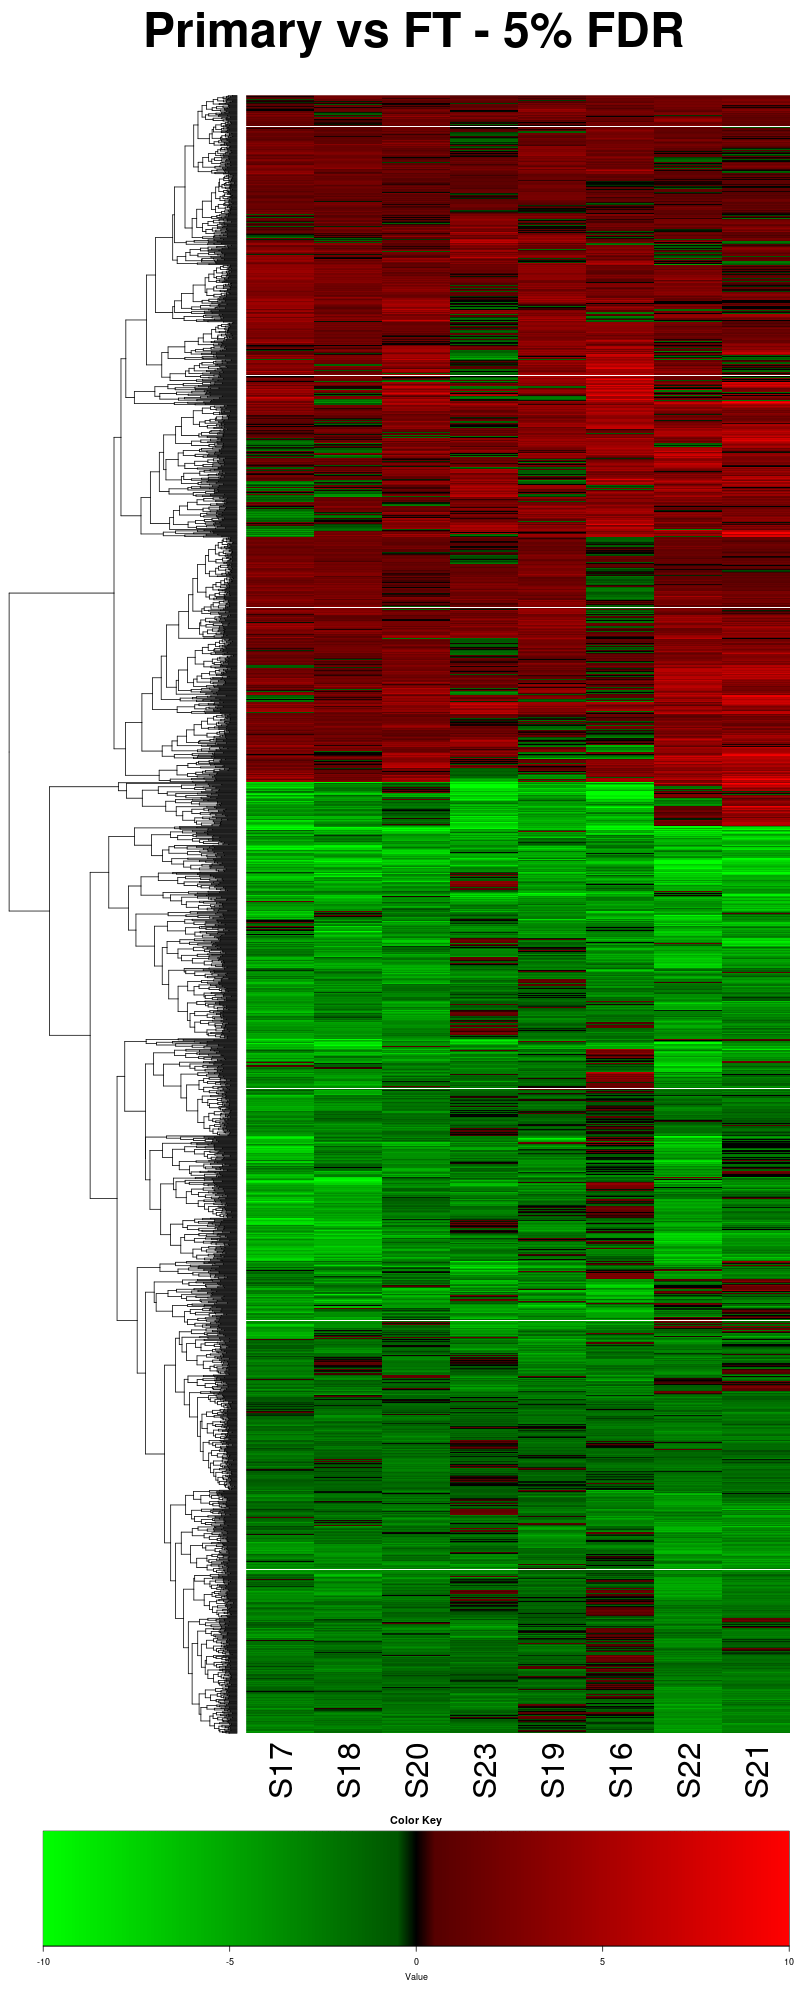

-10

-5

0

5

10

**Supplementary Figure S1:** Heat maps representing the deregulated genes in ovarian cancer **(A)** Primary tumor vs fallopian tube (FT) **(B)** Metastasis vs primary. Log2 ratio of normalized read counts from the significantly differentially expressed were hierarchically clustered and plotted into a heat map based on the log2 ratio values.

# Supplementary material for: Transcriptome Profiling Reveals Matrisome Alteration as a Key Feature of Ovarian Cancer Progression
**Source:** Cancers (Basel). 2019 Oct 9;11(10):1513. doi: 10.3390/cancers11101513
**Supplement:** Supplementary file 1

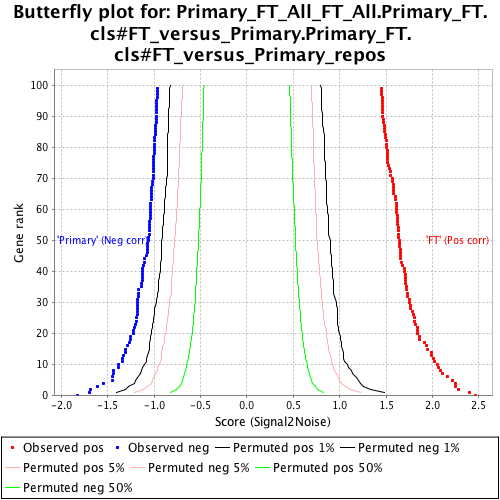

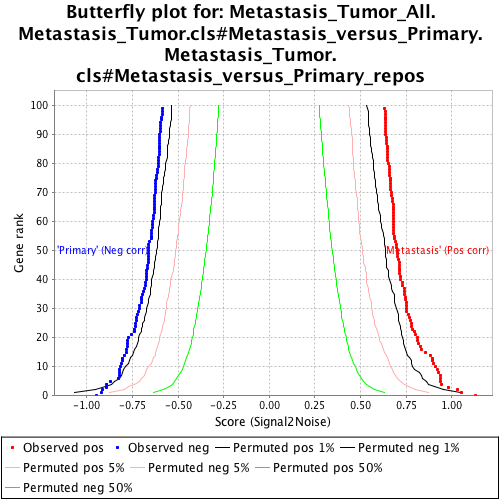

**Supplementary Figure S2:** Butterfly plots. **(A)** Butterfly plot representing the positive and negative correlation for top genes in primary tumors vs. FT. **(B)** Butterfly plot representing the positive and negative correlation for top genes in metastasis vs. primary tumors. Red and blue lines in the butterfly plots represent positive and negative correlation respectively while the black, pink and green lines in the butterfly plots depict permuted 1%, permuted 5% and permuted 50% respectively for both positive and negative correlation.

**A**

**B**

# Supplementary material for: Transcriptome Profiling Reveals Matrisome Alteration as a Key Feature of Ovarian Cancer Progression
**Source:** Cancers (Basel). 2019 Oct 9;11(10):1513. doi: 10.3390/cancers11101513
**Supplement:** Supplementary file 1

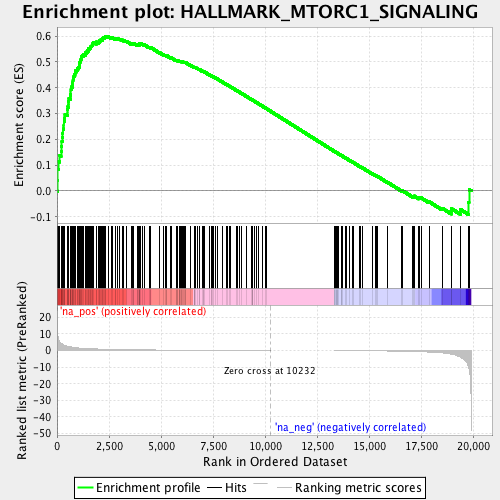

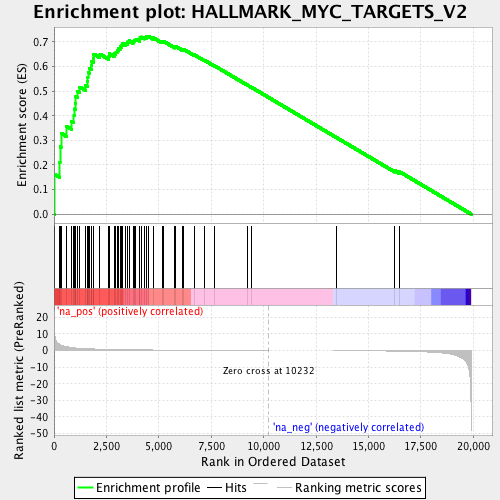

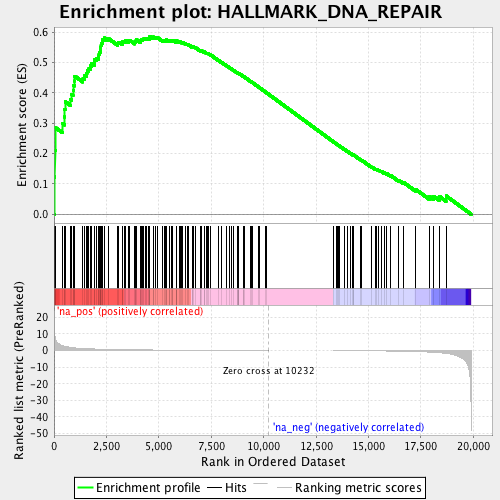

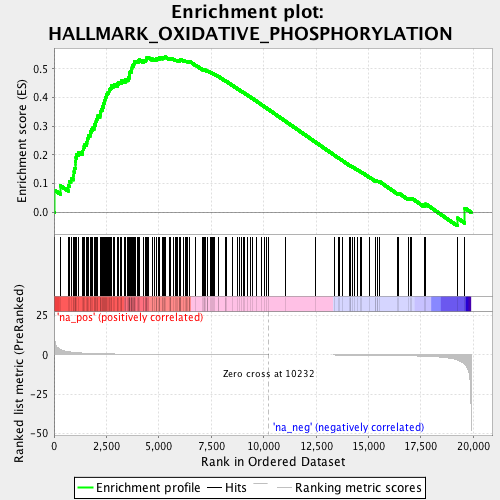

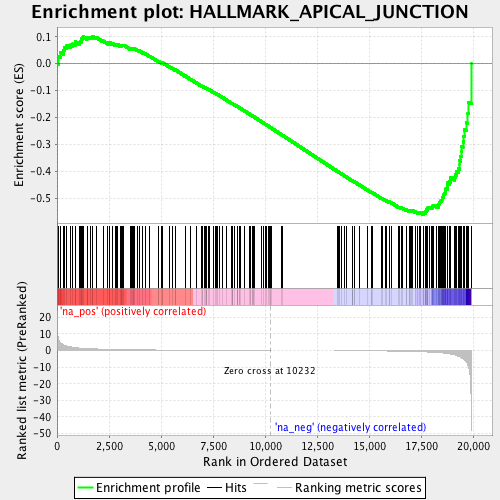

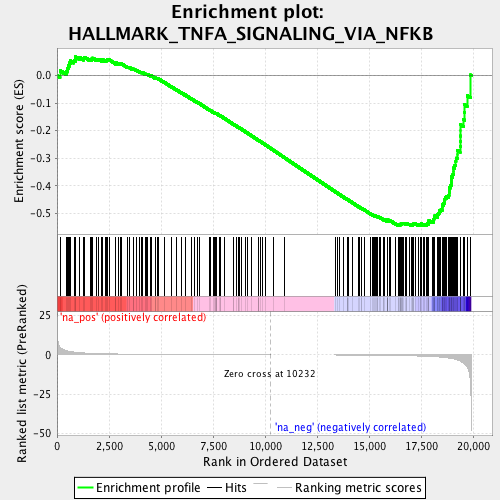

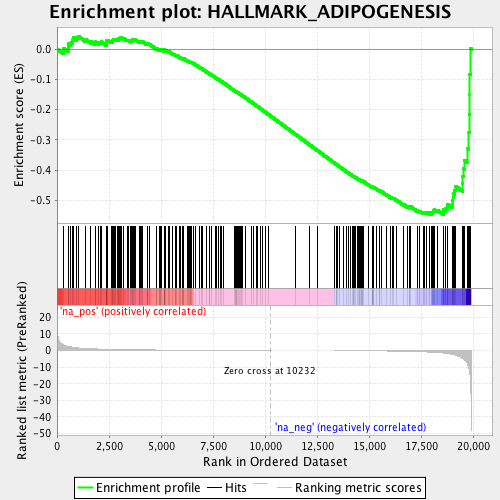

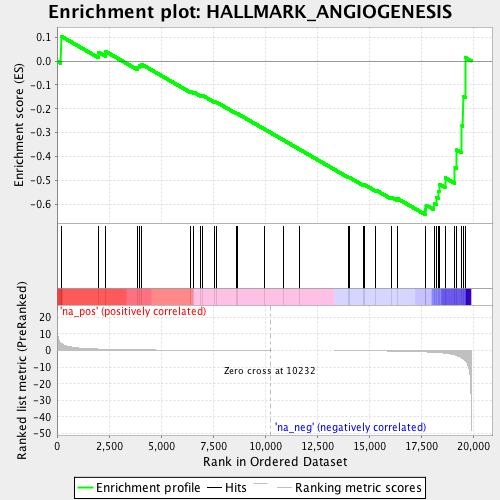

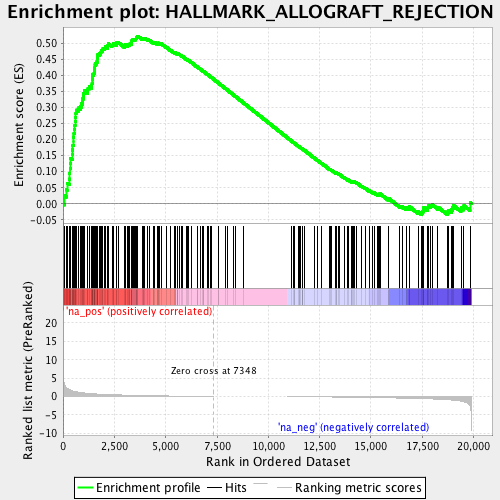

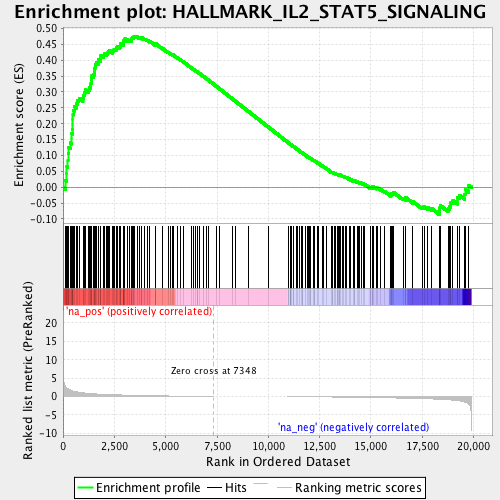

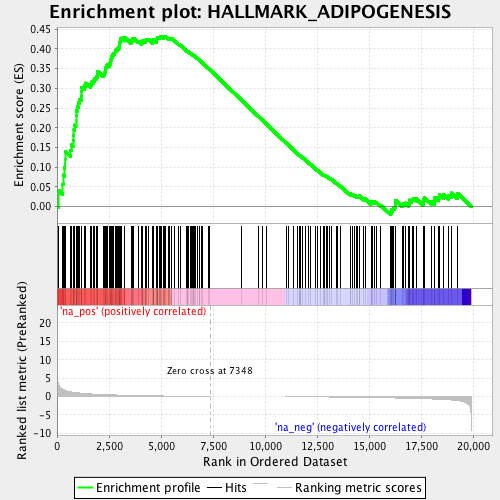

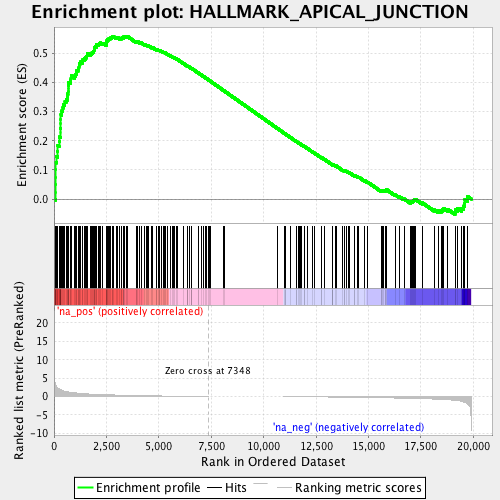

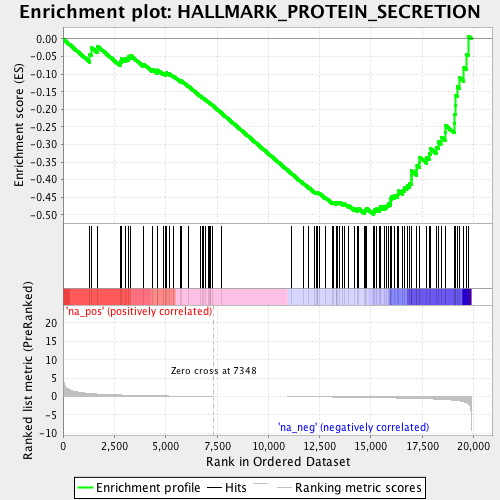

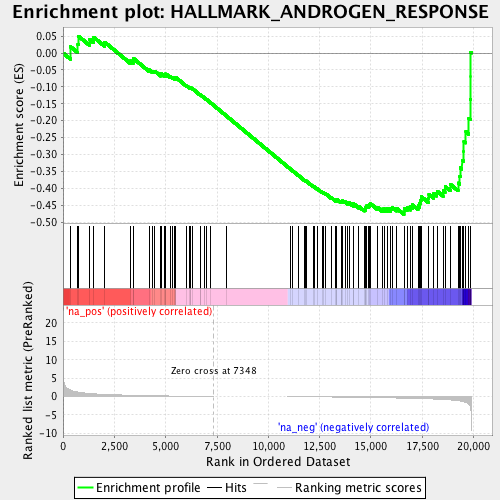

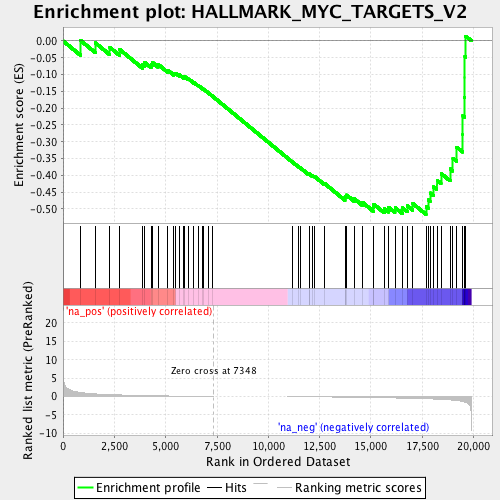

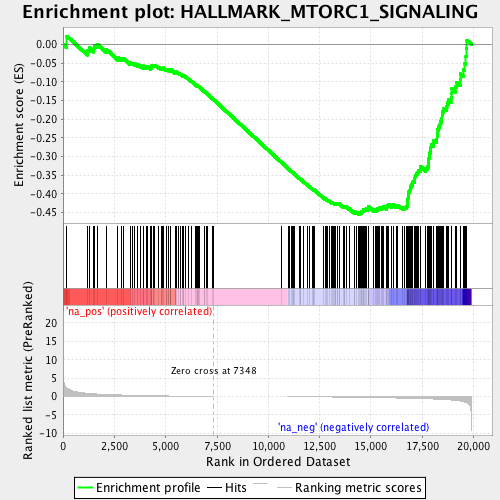

**Supplementary Figure S3:** Gene set enrichment analysis (GSEA) for the Hallmark gene set in ovarian cancer. **(A)** Primary tumor vs. FT (positively correlated). **(B)** Primary tumor vs. FT (negatively correlated). **(C)** Metastasis vs. primary tumors (positively correlated). **(D)** Metastasis vs. primary (negatively correlated).

**A**

**B**

**C**

**D**

# Supplementary material for: Transcriptome Profiling Reveals Matrisome Alteration as a Key Feature of Ovarian Cancer Progression
**Source:** Cancers (Basel). 2019 Oct 9;11(10):1513. doi: 10.3390/cancers11101513
**Supplement:** Supplementary file 1

**A**

**B**

**Supplementary Figure S4:** Ingenuity pathway analysis (IPA) of differentially regulated genes in ovarian cancer. (**A**) Circular representation of overlapping canonical pathways for primary vs. fallopian tube. (**B**) Circular representation of overlapping canonical pathways for metastasis vs. primary.

**Supplementary Figure S5:** Heat map representing differentially expressed genes in all 3 HGSOC cells (Kuramochi/OVCAR4/OVCAR8) seeded on the 3D omentum culture vs. control. The color key represents the log2 fold change.

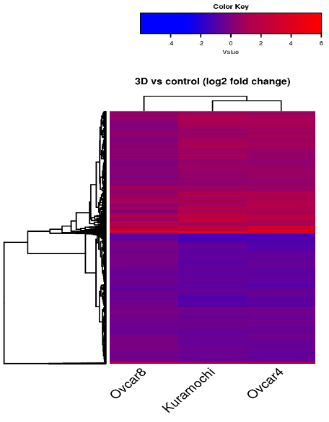

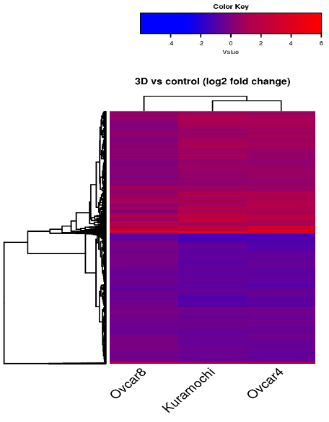

**3D omentum culture vs. control (log2 fold change)**

**OVCAR8**

**Kuramochi**

**OVCAR4**

# Supplementary material for: Transcriptome Profiling Reveals Matrisome Alteration as a Key Feature of Ovarian Cancer Progression
**Source:** Cancers (Basel). 2019 Oct 9;11(10):1513. doi: 10.3390/cancers11101513
**Supplement:** Supplementary file 1

**Supplementary Table S1: Ovarian cancer patient characteristics and specimen information.**

# Supplementary material for: Transcriptome Profiling Reveals Matrisome Alteration as a Key Feature of Ovarian Cancer Progression
**Source:** Cancers (Basel). 2019 Oct 9;11(10):1513. doi: 10.3390/cancers11101513
**Supplement:** Supplementary file 1

**Supplementary Table S7: KM plotter settings for progression free survival analysis (PFS).**

| **Gene** | **Affy ID** | **Split by** | **Censure at threshold** | **Histology/**  **Stage/Grade** | **TP53 mutation** | **Debulk/**  **Chemotherapy** | **Survival** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| EPYC | 206439_at | Median | Yes | All | All | All patients | PFS |
| COL10A1 | 217428_s_at | Median | Yes | All | All | All patients | PFS |
| PLPP4 | 236044_at | Median | Yes | All | All | All patients | PFS |
| AGR3 | 228241_at | Median | Yes | All | All | All patients | PFS |
| SNTN | 239150_at | Median | Yes | All | All | All patients | PFS |
| COL28A1 | 242345_at | Median | Yes | All | All | All patients | PFS |
| PRSS16 | 208165_s_at | Median | Yes | All | All | All patients | PFS |
| STAR | 204548_at | Median | Yes | All | All | All patients | PFS |
| NR0B1 | 206645_s_at | Median | Yes | All | All | All patients | PFS |
| MEIS3 | 228327_x_at | Median | Yes | All | All | All patients | PFS |
| ITGA11 | 222899_at | Median | Yes | All | All | All patients | PFS |
| LYL1 | 210044_s_at | Median | Yes | All | All | All patients | PFS |

How the deposited data were processed for this re-analysis (not part of the article)

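RNA was sequenced from 18 libraries: the ovarian cancer lines Kuramochi, OVCAR4 and OVCAR8, each after 48 h in the 3D omentum culture or grown on plastic, with 3 libraries per line and culture. The values analysed are counts of reads per gene, as deposited by the authors with no scaling or filter. According to the submitters' processing notes and the paper's methods, reads were trimmed with Trimmomatic 0.33 and aligned with TopHat2 2.1.0 to GRCh38, and reads per gene were counted with HTSeq. The paper names GENCODE 25 for the gene models and DESeq2 for its own tests, with an adjusted p under 0.05 and a 2-fold minimum. Each file holds 58288 Ensembl gene IDs, of which 57532 matched a name in GENCODE 44, and these hold 99.75% of all counts. Total counts per library ranged from 28415048 to 43142540 with a median of 33980300. The tumor samples of the study were not analysed here, and the copy of Table S3 at hand holds 844 of its 845 genes, so no overlap with it was computed.

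The main test was the quasi-likelihood F-test of edgeR 4.0.16 (limma 3.58.1, R 4.3.3) with robust fits and TMM factors, which lay between 0.944 and 1.12. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total of 15. All libraries entered 1 model of 6 groups, with the contrast 3D minus plastic in each line and an F-test of both interaction contrasts together. P-values were adjusted by Benjamini-Hochberg within each contrast and called under 0.05. Levels are given as CPM (counts scaled to a common library size), with TMM-scaled library sizes and averaged over libraries. The gap between replicates, not depth, limits the precision of most values, and counting intervals are exact 95% intervals of a ratio of counts. The pipeline was tested on simulated data with 50 genes at each of 4 folds: 88%, 86% and 92% of 2-fold rises and 82%, 84% and 82% of 0.5-fold falls were called in the settings of Kuramochi, OVCAR4 and OVCAR8, 100% of 4-fold and 8-fold rises, and 10, 8 and 7 unchanged genes of 21727 tested. The changed genes of the simulation were drawn from genes at 1 CPM or more in every library, and each gene took the trended dispersion. Its recovery therefore does not cover genes near silent on plastic, close pairs of libraries or single libraries that differ from the rest. Single-gene levels of COL1A2, POSTN and DCN were also compared by an exact permutation test on log2 CPM with a pseudocount of 0.01.

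Gene lists were fixed together with the comparisons, thresholds and alternatives. Values of Tables S8 and S9, which come from these libraries, had been seen by then. They are collagens, ECM glycoproteins, proteoglycans, their sum as core matrisome, ECM regulators, integrins, PDGF ligands and receptors, fibroblast markers outside the matrisome, abundant fibroblast transcripts, and markers of mesothelium, endothelium, leukocytes and adipocytes. The others are epithelial genes, HGSOC lineage markers, EMT transcription factors and markers, G1/S genes, G2/M genes, cholesterol synthesis and uptake, interferon response, TNF and NF-kB response, complement, MHC class I and class II presentation, unfolded protein response, hypoxia and glycolysis, ribosome biogenesis, BMP targets and lysosome. These 29 lists were tested in each line with camera at a preset correlation of 0.01, adjusted over the 87 tests, and again with an estimated correlation and with fry, which tests a list against no change and not against other genes. Of the 87 tests 55 passed, none with the estimated correlation (lowest adjusted p = 0.128), and 61 by fry. A list of 18 immediate-early and heat shock genes was added later, before the values of its genes were looked at. The listed symbols NOV and SOD2 matched no gene ID by name and were left out.

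Genes are named in the text by a rule. It takes COL1A2, POSTN and DCN, and for each line the 10 largest rises and falls among called genes with at least 1 CPM on average in a culture and no overlap between cultures, which chance gives 10% of genes. It adds the 10 rises and 10 falls with the largest smallest change over the lines, the 4 members of each list with the smallest largest adjusted p, any member that shows the opposite direction, and genes the paper's sentences name. Values of Tables S8 and S9 had been seen when the rule was written. Of the genes it takes, those whose call held without any 1 library were preferred in the text. Levels of XIST and of genes on chromosome Y were left out, and some other genes that the rule or the lists take are not reported here.

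Numbers in the library labels may pair the 3D and plastic libraries of Kuramochi, where each replicate correlated best with its own number (0.17, 0.13 and 0.28 for replicates 2, 4 and 8). These correlations are weak and the labels do not state a pairing. The fixed comparisons took no block, and a block of replicate numbers was run as an alternative in all lines. The other alternatives were DESeq2 1.42.0, RLE factors, no filter beyond 1 count, separate fits per line, a test against a 2-fold change, only genes at 1 CPM or more on plastic, and leaving out each library in turn. When a library is left out, its group of 2 is assumed to vary like the other groups. Counting close libraries as 1 sample was added after the data had been seen, as was repeating camera under the other settings.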

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

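Of the tests in this part, those on epithelial genes, on fibroblast markers in each line alone and on the gain of PTPRC, TYROBP and LYZ were chosen only after the result was seen. The change on the 3D omentum culture differed between Kuramochi, OVCAR4 and OVCAR8 for 1358 genes by edgeR's F-test of the interaction, a count that single libraries moved as given beside the counts by line. Among matrix genes the adjusted p of that test was 0.00498 for COL3A1, 0.000369 for TGFBI, 0.000441 for FN1, 0.0304 for COL1A1, 0.012 for LAMC3, 0.00761 for SPOCK2 and 0.0042 for MMP1. SPARC, a matrix protein abundant in fibroblasts, had 0.000806, with a log2 fold change of 5.61 in OVCAR4 (standard error 0.581, adjusted p = 4.96e-05). Its changes of 0.67 in Kuramochi and 0.60 in OVCAR8 did not pass (adjusted p 0.299 and 0.426), and the former had 0.0209 without OVCAR4 3D replicate 42. The interaction test compares log2 fold changes, which depend on the level on plastic. COL1A1 went from 10.4 to 261 CPM in Kuramochi, 18.1 to 343 in OVCAR4 and 655 to 1040 in OVCAR8. COL3A1 went from 153 to 383, from 0.0417 to 227 and from 0.0676 to 424 CPM. For these 2 genes the test therefore does not show that the gain in CPM differed. The interaction had an adjusted p of 0.0057 for PDGFRB, 0.00682 for PDPN, 0.0317 for CD14, 0.00129 for CXCL1, 0.00274 for NMU and 0.0012 for HHEX.

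OAS2 (0.000607) and IFI44L (2.82e-05) differed between the lines through their rise in OVCAR8, and so did CFB, complement factor B (0.043), which rose in all 3 lines by log2 fold changes of 3.30, 3.61 and 6.25 (standard errors 0.476, 0.466 and 0.589, adjusted p 0.000301, 0.000225 and 3.9e-06). ZEB2, a transcription factor of EMT (1.69e-05), rose in Kuramochi by 1.49 (standard error 0.183, adjusted p = 9.04e-05) and was at least 28.2-fold higher in OVCAR4 (adjusted p = 6.63e-06; 18.5 without OVCAR4 plastic replicate 4), and its 0.20 in OVCAR8 had an adjusted p of 0.473. PAX8, a lineage factor of HGSOC (0.0111), rose in OVCAR4 by 0.75 (standard error 0.112, adjusted p = 0.00039), with -0.05 and 0.22 in Kuramochi and OVCAR8 (adjusted p 0.791 and 0.218). HMGB2, a chromatin protein of dividing cells (0.0248), fell in all 3 lines by log2 fold changes of -1.27, -0.66 and -0.59 (standard errors 0.117, 0.116 and 0.115, adjusted p 3.29e-06, 0.00125 and 0.00287).

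The genes that changed in opposite directions differed too: ARHGAP22 (0.00659), DNAH3 (0.0109), ADRA2B (0.000575) and ENSG00000272512 (0.00352). ARHGAP22, a regulator of Rac, had log2 fold changes of -1.34, -1.53 and 1.17 in Kuramochi, OVCAR4 and OVCAR8, and ADRA2B, an adrenergic receptor, -1.81, -3.23 and 2.10 (2.97 in OVCAR8 without plastic replicate 61). ENSG00000272512 had -1.40, -1.70 and 1.28, while DNAH3, a dynein chain, had 0 counts on 3D in Kuramochi and OVCAR8 and rose by 1.08 in OVCAR4. For each of the 4 genes at least 1 of these calls ended without some library, as given beside the counts. Mitochondrial genes differed between the lines with an adjusted p of 2.66e-08 for MT-ATP8, 1.84e-08 for MT-CO1, 1.48e-05 for MT-RNR1 and 0.0291 for MT-RNR2.

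Beside the lists of the matrix and of the TNF response, others passed camera upward. The lowest adjusted p of camera was 3.52e-07 for fibroblast markers outside the matrisome, 4.42e-10 for abundant fibroblast transcripts and 8.05e-06 for EMT factors and markers, all in OVCAR4. In OVCAR8 it was 1.11e-48 for interferon response, 2.18e-12 for MHC class I presentation, 0.00371 for MHC class II presentation, 7.44e-10 for complement, 1.25e-06 for the unfolded protein response and 0.000103 for lysosome. There it was also 0.00124 for mesothelial and 0.00833 for leukocyte markers. None of these held with an estimated correlation. Tested between lines, OVCAR4 lay above Kuramochi for collagens (0.0296), fibroblast markers (0.0326), abundant fibroblast transcripts (0.00396), HGSOC lineage markers (0.00875) and EMT factors (7.69e-08), and below it for cholesterol synthesis (1.76e-11). OVCAR8 lay above Kuramochi for interferon response (2.11e-42), MHC class I presentation (1.29e-06) and the unfolded protein response (0.00144), and above OVCAR4 for complement (0.0239), ribosome biogenesis (0.00188) and TNF response (0.0261). With an estimated correlation none of the differences between lines held (lowest adjusted p = 0.102).

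Among the genes that rose in all 3 lines, 15 averaged under 0.1 CPM on plastic in each, of which PRG4, THBS2, LUM and POSTN are core matrisome genes and 11 are not (CADM3, CSMD2, FAP, GYPC, HEPH, HSPB7, JCHAIN, KLHDC7B, MEDAG, ROR1-AS1 and VCAM1). The planned test went with omental fibroblasts, or their RNA, carried through the sort for GFP that should remove them. Both bounds set for it beforehand, on the ratios between lines and on the gains of COL1A1, COL3A1 and SPARC, were met. Meeting them does not show that carry-over took place. In each pair of lines at least 80% of the 15 genes had a ratio of 3D levels within 2-fold of the pair's median. COL1A2 stood at 18 to 28.1 times DCN in the 3D libraries while it ranged from 8.33 to 599 CPM. Its ratio to POSTN was less steady. COL1A2 and POSTN stood at 38.2 and 5.68 CPM in Kuramochi 3D replicate 4. In OVCAR8 3D replicate 61 they stood at 599 and 23.5 CPM. The mean CPM of COL1A1, COL3A1 and SPARC was higher on 3D by 0.491 to 2.9 times the gain of COL1A2. Of these 9 differences in mean CPM, 4 did not pass edgeR's test: SPARC in Kuramochi (adjusted p = 0.299; the ratio of 2.9) and OVCAR8 (0.426), COL3A1 in Kuramochi (0.318) and COL1A1 in OVCAR8 (0.530), and the 5 that passed had ratios of 0.491 to 1.53. Carry-over of mesothelial cells cannot be told apart from it, since of 5 mesothelial markers silent on plastic only PRG4 (20%) rose in all 3 lines, a share between the bounds set for the test. Matrix genes switched on in the cancer cells without the other genes of fibroblasts cannot be told apart either, since FAP alone was silent on plastic in each line and it rose (100%), and since by line 66.7%, 56.2% and 66.7% of the silent fibroblast markers rose (exact 95% intervals 29.9 to 92.5, 29.9 to 80.2 and 29.9 to 92.5). A response of the cancer cells to the omental cells stays open and could go together with carry-over, because only the 3D cultures held omental cells.

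G2/M genes passed camera downward on the 3D culture in each line, though not with an estimated correlation, with medians 0.606, 0.414 and 0.374 below those of the other genes at 10 CPM or more on plastic. Dilution by RNA of the omental cells would lower a gene only as far as those cells express it less than the cancer cells. Omental cells alone were not among the libraries, so neither the other genes nor epithelial genes are a sure measure of dilution. By the planned test it cannot be told apart, since the smallest of these distances, 0.374, lies between the bounds set for the test. The median of the epithelial genes lay 0.71, 0.476 and 0.644 above that of the G2/M genes (95% bootstrap intervals 0.242 to 1.09, 0.245 to 0.646 and 0.00513 to 1.04), and the interval in OVCAR8 keeps dilution open. A slower cell cycle of the cancer cells on the 3D culture stays open and was not tested.

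TNF and NF-kB response genes passed camera upward in each line, though not with an estimated correlation, and leukocytes carried through the sort are argued against by PTPRC, TYROBP and LYZ, whose largest gain over plastic was 0.0168 CPM. The level of CSF1R, which rose in OVCAR4 and OVCAR8, reached 1.44 CPM in OVCAR4 (a gain of 0.983 CPM), so that by the planned test over all 4 genes, which asks for under 0.1 CPM, leukocytes cannot be told apart. Stress of taking the 3D cultures apart cannot be told apart, since the medians of 18 immediate-early and heat shock genes were 0.777, 0.451 and 0.316, with Kuramochi between the bounds of 0.5 and 1 set for the test. Carry-over of omental fibroblasts or mesothelial cells was not tested for this list, and VCAM1 is among the genes near silent on plastic in each line named above. Signals from the omental cells stay open as well and were not tested.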

How the results depend on the processing

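Counting close libraries as 1 sample, and repeating camera under the other settings, were chosen only after the data had been seen, while the other alternatives were planned. With RLE factors every count of genes stayed within 1.5 times its value, and no setting reversed the direction of a called list or of a called gene named by the rule. The number of genes in each line was within 1.5 times with DESeq2 and the replicate block, and 110 and 113 of the 121 genes changed at 2-fold in all 3 lines were kept (117 with RLE factors). Leaving out 1 library at a time gave ranges of 1032 to 3111 genes in Kuramochi, 893 to 2236 in OVCAR4, 654 to 2125 in OVCAR8, 67 to 221 in all 3 lines at 2-fold, 177 to 1146 without the fold minimum and 619 to 2975 for the interaction. It gave 8 to 33 core matrisome genes in all 3 lines and 7 to 28 at 2-fold, 6 to 9 of the 9 calls of COL1A2, POSTN and DCN (8 with all libraries), 12 to 50 of the 144 genes of Table S9 and 54 to 60 of the 87 tests of lists. Libraries that moved a count of genes by more than 1.5 times are named beside it, 2236 came without OVCAR4 3D replicate 42, and 54 and 60 came without OVCAR4 plastic replicate 6 and Kuramochi plastic replicate 4, and the cause was not tested. With DESeq2, 838 genes changed in all 3 lines without the fold minimum and 2669 differed between lines. Without a filter on low counts there were 1958 genes in OVCAR8, 271 in all 3 lines at 2-fold and 986 without the minimum, 2979 that differed between lines, 55 core matrisome genes (38 at 2-fold) and 68 of the 144 genes, and the cause was not tested. With the replicate number as a block there were 202 and 814 genes in all 3 lines, 38 core matrisome genes (31 at 2-fold) and 48 of the 144 genes. In OVCAR4 and OVCAR8 the labels also carry the same numbers on both cultures, but the correlations leave open whether these pair the libraries. They were 0.32, 0.09 and 0.15 for replicates 42, 4 and 6 of OVCAR4. In OVCAR8 they were 0.095, 0.11 and -0.084 for replicates 4, 61 and 62. Replicates 4 and 6 of OVCAR4 and 62 of OVCAR8 did not correlate best with their own number. For the lists, and for the genes given here with their own log2 fold change or ratio, the block made DCN and PDPN in OVCAR8, COL3A1 and CXCL1 in Kuramochi, SPOCK2 and PDPN in OVCAR4, and the lists of PDGF in Kuramochi and of BMP targets in OVCAR4 pass, it ended those of MMP1 in OVCAR4 (adjusted p = 0.0542) and of CSF1R in OVCAR8 (0.0596), and it changed no other of their calls. In separate fits 1001 genes changed in Kuramochi, and the cause was not tested.

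A test against a 2-fold change asks for more by construction: 178, 148 and 329 genes passed by line and 4 in all 3, of which 1 is a core matrisome gene, and 2 of the 9 calls remained. Of the 144 genes 0 passed it in all 3 lines by edgeR's glmTreat (26 at an unadjusted p under 0.05, against 41 for a change by DESeq2). Only genes with at least 1 CPM on plastic leave fewer to test: 1067, 938 and 589 genes changed by line, 36 in all 3, 878 differed between lines, 8 core matrisome genes changed in all 3 (4 at 2-fold), as did 1 of the 9 calls and 13 of the 144 genes. With close libraries as 1 sample, which leaves fewer samples, there were 865 genes in OVCAR4, 409 in OVCAR8, 28 in all 3 lines at 2-fold, 40 without the minimum and 225 that differed between lines. There were then 4 core matrisome genes, with or without the minimum, 5 of the 9 calls and 5 of the 144 genes. With an estimated correlation 0 of the 87 tests of lists passed (17 at an unadjusted p under 0.05), where fry, which tests against no change and not against other genes, passed 61. Of the genes named by the rule, calls per line that kept their side of the threshold numbered 489 with DESeq2 (19 gained and 4 lost), 512 with RLE factors (1 gained), 454 without a filter (55 gained and 4 lost), 476 with the block (31 gained and 6 lost), 379 in separate fits (34 gained and 35 lost), 334 among genes at 1 CPM or more on plastic (1 gained), 275 against a 2-fold change (238 lost) and 409 with close libraries as 1 sample (104 lost). Over the left-out libraries 8752 were kept, 75 gained and 407 lost. Depth limits the folds of genes absent from plastic, which are given as limits.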

Differences from the paper's values

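The paper's text gives 1182 differentially expressed genes, and its methods state an adjusted p under 0.05 with a 2-fold minimum. At these thresholds 121 genes changed in all 3 lines here. None of the alternatives set before the counts were examined brought this within 1.5 times of 1182. These were DESeq2, RLE factors, no filter, the replicate block, separate fits and a test against a 2-fold change. The others were only genes with at least 1 CPM on plastic, and leaving out any 1 library. Without the fold minimum 524 genes changed in all 3 lines here, against the paper's 1182. The difference closed to within 1.5 times with DESeq2 (838), no filter (986), the replicate block (814), without Kuramochi plastic replicate 2 (991) and without OVCAR8 3D replicate 4 (1146). It remained with RLE factors, separate fits, only genes with at least 1 CPM on plastic and without any other library. By the paper's own values in Table S8, 153 of the 1182 genes change at least 2-fold in all 3 lines, and all 1182 had the paper's sign in each line here. At the same thresholds the count here was 121 by edgeR and 153 by DESeq2, the paper's tool. Of the paper's 153 genes, 106 were called by edgeR here. The 1182 is thus a count without the fold minimum, and at 2-fold the counts lie close.

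The paper gives 144 genes common to this experiment and the tumors, of which 30 changed in all 3 lines here at an adjusted p under 0.05. This difference remained under every alternative set before the counts were examined that was run. These were DESeq2, RLE factors, no filter, the replicate block, separate fits and a test against a 2-fold change. The others were only genes with at least 1 CPM on plastic, and leaving out each library. By the paper's own values in Table S9, 42 of the 144 have an adjusted p under 0.05 in all 3 lines, and 29 of these are also at 2-fold. The log2 fold changes here had the sign of Table S9 for 144, 144 and 143 genes in Kuramochi, OVCAR4 and OVCAR8.

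The paper names DCN among its top deregulated genes and reports qRT-PCR of these genes in all lines. Here 8 of the 9 calls of COL1A2, POSTN and DCN passed, but not DCN in OVCAR8 (adjusted p = 0.0502 from edgeR). DCN in OVCAR8 passed with DESeq2, RLE factors, no filter and the replicate block, and without OVCAR4 3D replicate 42 or OVCAR8 3D replicate 4. The adjusted p of DCN without a filter is too small to be credible for so few libraries and carries no weight. The paper lists PDGF signaling among its pathways, where the list of 6 PDGF ligands and receptors did not pass camera here (adjusted p 0.0684 to 0.207), although 2 of its genes rose in each line. The list passed in Kuramochi with no filter, the replicate block or without any of Kuramochi 3D replicate 2, Kuramochi plastic replicates 4 and 8 and OVCAR8 3D replicate 4, and in OVCAR8 with no filter.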

Other observations

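The mitochondrial genes of this part were chosen only after the result was seen, and members of lists with few calls are named after their values were seen. In each line most of the cell cycle genes that changed there fell. Of 54 measured G2/M genes, 31 fell in Kuramochi, 28 in OVCAR4 and 24 in OVCAR8 (31, 32 and 44 when adjusted over the list alone), with median log2 fold changes of -0.613, -0.427 and -0.463. AURKA, a mitotic kinase, fell by log2 fold changes of -0.88, -0.77 and -0.74 (standard errors 0.141, 0.14 and 0.14, adjusted p 0.000439, 0.00155 and 0.00234). PIMREG, a mitotic regulator, had -1.22, -1.04 and -0.87 (standard errors 0.168, 0.169 and 0.168, adjusted p 0.000153, 0.000727 and 0.00273), and KIF2C, a mitotic kinesin, -0.87, -0.71 and -0.62 (standard errors 0.125, 0.125 and 0.124, adjusted p 0.000212, 0.00117 and 0.00341). Camera gave the list adjusted p of 5.04e-12, 2.34e-10 and 5.05e-18, or adjusted p = 0.211, 0.24 and 0.194 with an estimated correlation. Of 43 G1/S genes, 21, 22 and 10 fell (24, 23 and 26 when adjusted over the list alone) and CASP8AP2 rose in Kuramochi, with medians of -0.434, -0.427 and -0.351, camera p of 1.93e-07, 3.12e-09 and 9.74e-11 after adjustment, and adjusted p = 0.307, 0.248 and 0.24 with an estimated correlation. Of 24 genes of ribosome biogenesis, 15 and 18 fell in Kuramochi and OVCAR4 and 1, ODC1, in OVCAR8 (16, 20 and 1 when adjusted over the list alone), with medians of -0.485, -0.637 and -0.276, camera p of 4.95e-06, 1.03e-10 and 3.77e-05 after adjustment, and adjusted p = 0.307, 0.211 and 0.352 with an estimated correlation. The G2/M genes that fell in OVCAR8 numbered 6 without 3D replicate 61 or 62, 10 without plastic replicate 4 or 61 and 7 without plastic replicate 62. The G1/S genes numbered 12 in Kuramochi without 3D replicate 8, and 12 and 13 in OVCAR4 without 3D replicates 4 and 6. In OVCAR8 they numbered 16 and 4 without Kuramochi plastic replicates 2 and 8, 26 without 3D replicate 4, 1 without 3D replicate 61 or 62 or plastic replicate 4 or 62, and 3 without plastic replicate 61. CASP8AP2 did not pass without Kuramochi 3D replicate 4 or 8 or plastic replicate 4 or 8 (adjusted p 0.0666 to 0.135), nor ODC1 without OVCAR8 3D replicate 61 or 62 or plastic replicate 4 or 62 (0.0655 to 0.104). The genes of ribosome biogenesis that fell in OVCAR8 numbered 4, 2 and 10 without Kuramochi plastic replicate 2, OVCAR4 3D replicate 42 and OVCAR8 3D replicate 4, and 3 with the replicate number as a block.

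Of 25 measured genes of cholesterol synthesis and uptake, 6 fell in Kuramochi (ACAT2, EBP, FDFT1, FDPS, NSDHL and PMVK), 19 in OVCAR4 and 16 in OVCAR8, and STARD4 was among 3 that rose in Kuramochi (7, 22 and 20 fell when adjusted over the list alone). The medians were -0.193, -0.958 and -0.816, and camera gave adjusted p of 0.114, 5.15e-11 and 2.18e-12, or adjusted p = 0.685, 0.211 and 0.211 with an estimated correlation. The list passed in Kuramochi without 3D replicate 8 (0.0078) or plastic replicate 4 (0.035). The genes that fell numbered 2 in Kuramochi without 3D replicate 2 or 4 and 1 without plastic replicate 4 or 8, and 9 in OVCAR8 without 3D replicate 61 or 62, and the 3 that rose in Kuramochi became 1 without plastic replicate 4. Of 9 BMP targets, ID2, ID3 and HEY1 fell and SMAD7 rose in Kuramochi, ID2 and ID3 fell in OVCAR4, and ID3 and SMAD6 fell in OVCAR8 (3, 2 and 2 fell when adjusted over the list alone). ID3, an inhibitor of differentiation factors, had log2 fold changes of -1.78, -2.27 and -2.67 (standard errors 0.555, 0.573 and 0.6, adjusted p 0.028, 0.0106 and 0.0106). These calls ended in Kuramochi without 3D replicate 2 (0.0651), 3D replicate 8 (0.101) or plastic replicate 4 (0.121), in OVCAR4 without 3D replicate 6 (0.0565) and in OVCAR8 without 3D replicate 61 (0.0686) or 62 (0.0712). SMAD7 did not pass with the block (0.0502), and with 1 library left out it passed only without Kuramochi 3D replicate 8, OVCAR4 plastic replicate 42 or OVCAR8 3D replicate 4 (otherwise 0.0501 to 0.186). ID2 did not pass in Kuramochi without 3D replicate 2 or 8 or plastic replicate 4 or 8 (0.0514 to 0.0901) or in OVCAR4 without 3D replicate 4 or 6 (0.0594 and 0.0608), nor HEY1 in Kuramochi without 3D replicate 8 (0.0567) or plastic replicate 4 (0.0548). In OVCAR4 the BMP targets that fell numbered 4 without 3D replicate 42 and 5 with the block. The BMP list had medians of -0.571, -0.562 and -0.704 and adjusted p of 0.213, 0.0994 and 0.015 by camera, or adjusted p = 0.596, 0.499 and 0.326 with an estimated correlation, and it passed in OVCAR4 with no filter (0.0469), with the block (0.0464) and without 3D replicate 42 (0.0137).

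Interferon response genes rose in OVCAR8, where 42 of 44 passed, against 11 in OVCAR4 and 1, STAT2, in Kuramochi (44, 11 and 0 when adjusted over the list alone). In Kuramochi BST2, IFI35, IRF7 and ISG15 fell, though none of them when adjusted over the list alone, and LY6E fell in OVCAR4. The medians were -0.308, 0.853 and 3.62 in Kuramochi, OVCAR4 and OVCAR8 (0.754 in OVCAR4 with genes absent from plastic at their bound), and camera gave adjusted p of 0.255, 0.000669 and 1.11e-48, or adjusted p = 0.857, 0.549 and 0.128 with an estimated correlation. In OVCAR8 OAS2 reached 315, 120 and 126 CPM in 3D replicates 4, 61 and 62, where COL1A2 stood at 8.33, 599 and 367 CPM. The list passed in Kuramochi, downward, without 3D replicate 4 (0.00287) or plastic replicate 2 (4.38e-05). The genes that rose in OVCAR4 numbered 7 without plastic replicate 42 of OVCAR4, plastic replicate 4 of Kuramochi or plastic replicate 61 of OVCAR8, 4 without OVCAR4 3D replicate 4 or 6 or plastic replicate 6, and 2 without OVCAR4 plastic replicate 4. The genes that fell in Kuramochi numbered 2 and 9 without 3D replicates 2 and 4 and 11 without plastic replicate 2, and none of the 4 passed without 3D replicate 8 or plastic replicate 4 or 8 (adjusted p 0.0554 to 0.331). With the block 3 fell there, but not IFI35 (0.0657) and IRF7 (0.0777), and IFI35 did not pass without 3D replicate 2 (0.0568) or 4 (0.0565). With 1 library left out BST2 passed only without Kuramochi 3D replicate 4 or plastic replicate 2, OVCAR4 plastic replicate 42 or 4, or OVCAR8 3D replicate 4 or plastic replicate 61 (otherwise 0.0506 to 0.331). STAT2 did not pass without Kuramochi 3D replicate 4, Kuramochi plastic replicate 2 or 4 or OVCAR8 plastic replicate 61 (0.0529 to 0.158), nor LY6E in OVCAR4 without plastic replicate 4 (0.0574).

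All 12 genes of MHC class I presentation rose in OVCAR8, HLA-E and TAPBP in Kuramochi, and HLA-B, NLRC5 and TAPBP in OVCAR4 (12, 2 and 3 when adjusted over the list alone). Their medians in Kuramochi, OVCAR4 and OVCAR8 were 0.238, 0.56 and 1.88, with adjusted p of 0.118, 0.0337 and 2.18e-12 by camera, or adjusted p = 0.64, 0.549 and 0.187 with an estimated correlation. HLA-E and TAPBP did not pass in Kuramochi without 3D replicate 4 (0.128 and 0.0536), nor HLA-E without plastic replicate 2 (0.058), nor NLRC5 in OVCAR4 without plastic replicate 4 (0.0795). With 1 library left out HLA-B passed in OVCAR4 only without Kuramochi 3D replicate 2 or 4, Kuramochi plastic replicate 2 or 4, OVCAR4 plastic replicate 42 or OVCAR8 3D replicate 4 (otherwise 0.0557 to 0.176), and 6 genes rose in OVCAR4 without Kuramochi plastic replicate 2 and with the replicate number as a block. The call of the list in OVCAR4 ended without plastic replicate 6 (0.131), and the list passed in Kuramochi without 3D replicate 2 (0.0268) or plastic replicate 4 (0.00477) or 8 (0.0102). Of 9 genes of MHC class II presentation, CD74, CIITA and HLA-DPA1 rose in Kuramochi, CIITA in OVCAR4 and HLA-DRB5 in OVCAR8 (3, 1 and 4 when adjusted over the list alone). Their medians were 2.71, 0.605 and 0.931 (1.12, 0.363 and 0.931 with absent genes at their bound), with adjusted p of 0.0204, 0.228 and 0.00371 by camera, or adjusted p = 0.248, 0.534 and 0.211 with an estimated correlation, and the call in Kuramochi ended without 3D replicate 8 (0.0786) or plastic replicate 2 (0.0868). CIITA did not pass in OVCAR4 without 3D replicate 42 (0.0715) or plastic replicate 4 (0.0922), nor HLA-DRB5 in OVCAR8 without 3D replicate 61 or 62 or any OVCAR8 plastic library (0.0866 to 0.178). The class II genes that rose in OVCAR4 and OVCAR8 numbered 3 and 6 with the block and 3 in both without Kuramochi 3D replicate 8, and in OVCAR8 3 without 3D replicate 4 and 2 without Kuramochi plastic replicate 2, OVCAR4 3D replicate 42 or OVCAR4 plastic replicate 42.

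Of 15 complement genes, 11, 9 and 11 rose in Kuramochi, OVCAR4 and OVCAR8 (11, 11 and 12 when adjusted over the list alone) and CFD fell in OVCAR4, with medians of 1.92, 1.27 and 2.08. C1S, a protease of the classical pathway, rose by log2 fold changes of 2.04, 2.83 and 2.89 (standard errors 0.366, 0.408 and 0.38, adjusted p 0.0012, 0.00039 and 0.000112), and C1R, its partner, by 1.62, 1.92 and 2.08 (standard errors 0.246, 0.276 and 0.241, adjusted p 0.000314, 0.000302 and 1.96e-05). Camera gave the list adjusted p of 1.56e-06, 0.00072 and 7.44e-10, or adjusted p = 0.211, 0.248 and 0.159 with an estimated correlation. The genes that rose in OVCAR4 numbered 4 without OVCAR4 3D replicate 4 or 6 or plastic replicate 4, and 5 without OVCAR4 plastic replicate 6 or OVCAR8 plastic replicate 61 or 62, and those in OVCAR8 7 without OVCAR8 plastic replicate 4 or 62. CFD did not pass without OVCAR4 3D replicate 4 or 6 or plastic replicate 4 (0.0922 to 0.107).

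Of 21 genes of the unfolded protein response, 6, 6 and 11 rose in Kuramochi, OVCAR4 and OVCAR8 (6, 6 and 12 when adjusted over the list alone), while DERL3 fell in each line and CRELD2 in Kuramochi. The medians were -0.0657, 0.131 and 0.507, with adjusted p of 0.774, 0.357 and 1.25e-06 by camera, or adjusted p = 0.879, 0.605 and 0.128 with an estimated correlation, and in Kuramochi the median was negative while the mean of 0.0178 and the direction of the test were positive. The genes that rose numbered 2 in Kuramochi without its 3D replicate 2 or 8 or plastic replicate 4 or without OVCAR8 plastic replicate 61, 3 without its plastic replicate 8, and 3 in OVCAR4 without plastic replicate 4. In OVCAR8 they numbered 7 without 3D replicate 61 or 62 and 6 without plastic replicate 4 or 62. With the replicate number as a block 4 rose in Kuramochi, where ATF3 (0.13), HSPA5 (0.069) and HYOU1 (0.0625) no longer passed, and CRELD2 did not pass (0.0556). CRELD2 also did not pass without Kuramochi 3D replicate 4 or 8 or plastic replicate 4, OVCAR4 3D replicate 4 or 6 or plastic replicate 42 or 6, or OVCAR8 3D replicate 61 or plastic replicate 4 or 62 (0.0502 to 0.269), nor DERL3 in OVCAR8 without 3D replicate 61 or 62 or plastic replicate 4 or 61 (0.0628 to 0.14). The genes that fell numbered 5 in Kuramochi without plastic replicate 2, and in OVCAR4 2 without Kuramochi 3D replicate 2 or 4 or OVCAR4 plastic replicate 42, 3 without Kuramochi plastic replicate 4 or OVCAR8 3D replicate 4, and 4 without Kuramochi plastic replicate 2 or 8. Of 32 lysosomal genes, 8, 9 and 12 rose (8, 9 and 13 when adjusted over the list alone; 7 in OVCAR8 without plastic replicate 4) and CTSL and GUSB fell in Kuramochi, with medians of 0.0374, 0.204 and 0.292. SCARB2, a lysosomal membrane protein, rose by log2 fold changes of 1.24, 0.79 and 0.78 (standard errors 0.154, 0.153 and 0.153, adjusted p 6.43e-05, 0.00213 and 0.00307). Camera gave the lysosomal list adjusted p of 0.152, 0.0191 and 0.000103, or adjusted p = 0.406, 0.24 and 0.159 with an estimated correlation, and 0.0339 in Kuramochi without plastic replicate 4. CTSL did not pass without Kuramochi 3D replicate 2 or 8 or plastic replicate 4 or 8 (0.067 to 0.181), nor GUSB without 3D replicate 8 (0.0749) or plastic replicate 4 (0.0971), and 6 lysosomal genes fell without plastic replicate 2.

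Of 21 genes of hypoxia and glycolysis, P4HA1, PFKFB4, SLC2A1 and SLC2A3 rose in Kuramochi, 8 in OVCAR4, and PDK1, SLC2A3 and VEGFA in OVCAR8 (4, 8 and 4 when adjusted over the list alone). ALDOA and ENO1 fell in Kuramochi, ALDOA and LDHA in OVCAR4, and ADM, ANKRD37 and SLC2A1 in OVCAR8. The medians were 0.35, 0.176 and -0.0354 (mean 0.19 in OVCAR8), with adjusted p of 0.27, 0.319 and 0.536 by camera, or adjusted p = 0.552, 0.593 and 0.736 with an estimated correlation. In OVCAR4 the genes that rose numbered 5 without 3D replicate 4 or plastic replicate 6 and 4 without 3D replicate 6 or plastic replicate 4. In Kuramochi PFKFB4 did not pass without 3D replicate 2 or 8 or plastic replicate 4 or 8 (0.0736 to 0.0914), P4HA1 without 3D replicate 8 (0.0717), ENO1 with the replicate number as a block (0.0648) or without 3D replicate 4 or 8 or plastic replicate 4 or 8 (0.0608 to 0.14), and ALDOA without 3D replicate 4 (0.0789) or plastic replicate 4 (0.0948). In OVCAR4 LDHA did not pass without Kuramochi 3D replicate 8, OVCAR4 3D replicate 4 or 6, any OVCAR4 plastic library or OVCAR8 plastic replicate 4 or 62 (0.0512 to 0.18), nor ALDOA without OVCAR4 3D replicate 4 or 6 or plastic replicate 4 (0.0582 to 0.0724), and 4 genes fell without Kuramochi plastic replicate 4. In OVCAR8 PDK1, SLC2A1 and ADM did not pass without 3D replicate 61 or 62 or plastic replicate 4 or 62 (0.0811 to 0.16), nor PDK1 with the block (0.0532), SLC2A3 without the same 4 libraries, plastic replicate 61 or OVCAR4 3D replicate 4 (0.0536 to 0.153), or ANKRD37 without 3D replicate 62 (0.055), and 5 genes fell without 3D replicate 4. Of the 18 immediate-early and heat shock genes, 8 rose in Kuramochi, ATF3, IER3 and KLF6 in OVCAR4 and SOCS3 in OVCAR8 (8, 6 and 1 when adjusted over the list alone), while HSPA1A fell in OVCAR4 and OVCAR8 and HSPA1B in OVCAR8. Camera gave this list unadjusted p of 0.00174, 0.262 and 0.769, or 0.244, 0.669 and 0.91 with an estimated correlation, outside the family of 87 tests. Of the 8 in Kuramochi, 4, 3, 5 and 4 did not pass without Kuramochi 3D replicates 2 and 8 and plastic replicates 4 and 8, and 3 without OVCAR4 3D replicate 4 or 6 or any 1 OVCAR8 plastic library, and with the block ATF3 (0.13) and DNAJB1 (0.0626) did not. ATF3 and KLF6 did not pass in OVCAR4 without plastic replicate 4 (0.0603 and 0.0544), nor IER3 without Kuramochi plastic replicate 4 or 8, OVCAR4 3D replicate 4 or 6, OVCAR8 3D replicate 61 or 62 or any plastic library of OVCAR4 or OVCAR8 (0.0555 to 0.165). HSPA1A did not pass in OVCAR4 without Kuramochi 3D replicate 4 or 8, any 1 OVCAR4 library or OVCAR8 plastic replicate 4 or 62 (0.0529 to 0.138), and in OVCAR8 SOCS3 did not pass without any 1 OVCAR8 library or OVCAR4 3D replicate 4 or 6 (0.0539 to 0.145), nor HSPA1A and HSPA1B without any 1 OVCAR8 library but 3D replicate 4 (0.0583 to 0.161).

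Of 22 epithelial genes, CLDN4, ELF3, SPINT1 and ST14 rose in Kuramochi, ELF3 was among 2 that rose and KRT8 and KRT18 fell in OVCAR4, and KRT19 and SPINT1 rose in OVCAR8 (4, 2 and 2 rose when adjusted over the list alone; camera adjusted p 0.931, 0.774 and 0.104, or adjusted p = 0.978, 0.884 and 0.471 with an estimated correlation). CLDN4 did not pass without Kuramochi 3D replicate 2 or 8, Kuramochi plastic replicate 4 or OVCAR8 plastic replicate 61 (0.0512 to 0.174), nor ST14 without Kuramochi 3D replicate 4 or 8, Kuramochi plastic replicate 2 or 4 or OVCAR8 plastic replicate 61 (0.0551 to 0.2). KRT8 did not pass without OVCAR4 3D replicate 4 or 6 or plastic replicate 42 or 4 (0.0512 to 0.102), nor SPINT1 in OVCAR8 without 3D replicate 61 or 62 or plastic replicate 4 or 62 (0.0964 to 0.12), and the epithelial genes that rose numbered 6, 4 and 6 with the replicate number as a block and 5 in OVCAR8 without 3D replicate 4. Of 8 HGSOC lineage markers, MUC16 rose and SOX17 fell in Kuramochi, and MSLN, MUC16, PAX8 and WT1 rose and SOX17 fell in OVCAR4 (1 and 5 rose when adjusted over the list alone). MUC16 did not pass in Kuramochi without 3D replicate 8 or plastic replicate 2 or 4 (0.0567 to 0.111) or in OVCAR4 without Kuramochi plastic replicate 2 or 4, OVCAR4 3D replicate 4 or 6, any OVCAR4 plastic library or OVCAR8 3D replicate 61 or 62 (0.0528 to 0.132), nor MSLN in OVCAR4 without 3D replicate 4 or 6 or plastic replicate 4 or 6 (0.0739 to 0.104). SOX17, a transcription factor of the tubal epithelium, had log2 fold changes of -1.31 and -0.80 in Kuramochi and OVCAR4 (standard errors 0.182 and 0.18, adjusted p 0.000153 and 0.00468). In OVCAR8 0 lineage markers passed by edgeR, where 2 rose at an unadjusted p under 0.05 and 2 by DESeq2. Camera gave the lineage list adjusted p of 0.353, 0.171 and 0.27, or adjusted p = 0.605, 0.471 and 0.552 with an estimated correlation. Of 9 EMT factors and markers, CDH2, FN1, ZEB1 and ZEB2 rose and TWIST1 fell in Kuramochi, and FN1, SNAI2, VIM, ZEB1 and ZEB2 rose in OVCAR4 (5 and 6 rose when adjusted over the list alone). With 1 library left out ZEB1 passed in Kuramochi only without Kuramochi 3D replicate 4, Kuramochi plastic replicate 2 or OVCAR4 plastic replicate 42 or 4 (otherwise 0.0508 to 0.205), and 2 EMT genes fell there without 3D replicate 2 or plastic replicate 2. TWIST1, which is also a fibroblast marker, had a log2 fold change of -1.43 in Kuramochi (standard error 0.314, adjusted p = 0.00404). In OVCAR8 0 of the 9 passed by edgeR, 0 at an unadjusted p under 0.05 and 0 by DESeq2. Camera gave the EMT list adjusted p of 0.14, 8.05e-06 and 0.774, or adjusted p = 0.381, 0.128 and 0.876 with an estimated correlation.

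Of 11 endothelial markers, CDH5 and PECAM1 rose and ESAM and VWF fell in Kuramochi, KDR rose in OVCAR4, and KDR, ROBO4 and TIE1 rose in OVCAR8 (2, 1 and 3 rose when adjusted over the list alone; camera adjusted p 0.774, 0.985 and 0.104, or adjusted p = 0.879, 0.985 and 0.375 with an estimated correlation). In Kuramochi CDH5 did not pass without 3D replicate 4 or 8 or plastic replicate 2 or 4 (0.0553 to 0.171), PECAM1 without 3D replicate 4 or 8 or plastic replicate 2 or 8 (0.0561 to 0.0708), or VWF without any 1 3D library or plastic replicate 4 or 8 (0.0514 to 0.122). KDR did not pass in OVCAR4 without 3D replicate 42 or plastic replicate 4 or 6 (0.0575 to 0.127) or in OVCAR8 without 3D replicate 61 or plastic replicate 4 or 62 (0.0756 to 0.0839), nor TIE1 in OVCAR8 without plastic replicate 4 (0.0702) or 61 (0.0543). Of 3 measured adipocyte markers, CIDEC, LPL and PLIN4, 0 passed by edgeR in any line, 0 at an unadjusted p under 0.05 and 0 by DESeq2 (camera adjusted p 0.985, 0.413 and 0.985, or adjusted p = 0.985, 0.507 and 0.985 with an estimated correlation).

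In OVCAR8 all 13 mitochondrial mRNAs fell on the 3D culture, with a median log2 fold change of -2.78 (from -3.74 to -1.58), and 18 of 21 mitochondrial tRNA genes fell and 2 rose (median -3.32). MT-CO1, a subunit of cytochrome c oxidase, fell by a log2 fold change of -2.47 (standard error 0.12, adjusted p = 1.54e-10). The ribosomal RNA genes MT-RNR1 and MT-RNR2 rose there by 2.64 and 0.95 (standard errors 0.233 and 0.176, adjusted p 6.05e-07 and 0.00204). The mRNAs took 0.362%, 0.321% and 0.283% of the counts in OVCAR8 3D replicates 4, 61 and 62, against 1.82% to 2.07% on plastic, 3.54% to 4.12% in Kuramochi on 3D and 5.37% to 6.24% in OVCAR4. In Kuramochi 1 mitochondrial mRNA rose and 2 fell, and in OVCAR4 1 rose. Polyadenylated libraries hold ribosomal and transfer RNA only in part, and nuclear copies share reads with some of these genes.

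The libraries of each line were also split into 3 and 3 in other ways. Within a line the 10 splits are too few for a share under 0.05: the real split gave 1797 genes in Kuramochi, 1793 in OVCAR4 and 1289 in OVCAR8, against at most 75, 1 and 0 genes by edgeR in another split, so that 1 of 10 splits reached the real value. Of 100 splits drawn in all 3 lines at once, only the real one (1 of 100) reached the real counts of genes changed in all 3 lines. It gave 121 genes at 2-fold, against at most 5 in another split. It gave 524 without the minimum, against at most 12, and 20 core matrisome genes, against at most 0. With no culture effect in any line, all splits would be alike if the libraries of a line could be exchanged freely. But the numbers in the labels may pair the libraries, and the close pairs may not be separate cultures. The splits take neither into account, so chance is excluded for these counts only if the libraries can be exchanged. The 55 tests of lists were reached by 1 of 100 splits, but another gave 54, and 1 that kept the real split in no line gave 52, with a median of 29, so how many lists pass camera at its preset correlation says little about the culture. For the 1358 genes that differed between lines, 5 of 100 splits gave as many and 1 gave 5158, but the 4 other splits all kept the real split in at least 1 line. They set a line with its culture difference against lines without one, a structure of the samples that makes such genes by construction. The 73 splits that kept the real split in no line gave at most 0 such genes by edgeR, so the share of all 100 splits is no test of chance for this count, and whether chance can be excluded stays open.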
